# Prolactin-Induced Protein (PIP) Regulates Proliferation of Luminal A Type Breast Cancer Cells in an Estrogen-Independent Manner

**DOI:** 10.1371/journal.pone.0062361

**Published:** 2013-06-03

**Authors:** Sanjeev K. Baniwal, Nyam-Osor Chimge, V. Craig Jordan, Debu Tripathy, Baruch Frenkel

## Abstract

Prolactin-induced Protein (PIP), an aspartyl protease unessential for normal mammalian cell function, is required for the proliferation and invasion of some breast cancer (BCa) cell types. Because PIP expression is particularly high in the Luminal A BCa subtype, we investigated the roles of PIP in the related T47D BCa cell line. Nucleic acid and antibody arrays were employed to screen effects of PIP silencing on global gene expression and activation of receptor tyrosine kinases (RTKs), respectively. Expression of PIP-stimulated genes, as defined in the T47D cell culture model, was well correlated with the expression of PIP itself across a cohort of 557 mRNA profiles of diverse BCa tumors, and bioinformatics analysis revealed cJUN and cMYC as major nodes in the PIP-dependent gene network. Among 71 RTKs tested, PIP silencing resulted in decreased phosphorylation of focal adhesion kinase (FAK), ephrin B3 (EphB3), FYN, and hemopoietic cell kinase (HCK). Ablation of PIP also abrogated serum-induced activation of the downstream serine/threonine kinases AKT, ERK1/2, and JNK1. Consistent with these results, PIP-depleted cells exhibited defects in adhesion to fibronectin, cytoskeletal stress fiber assembly and protein secretion. In addition, PIP silencing abrogated the mitogenic response of T47D BCa cells to estradiol (E2). The dependence of BCa cell proliferation was unrelated, however, to estrogen signaling because: 1) PIP silencing did not affect the transcriptional response of estrogen target genes to hormone treatment, and 2) PIP was required for the proliferation of tamoxifen-resistant BCa cells. Pharmacological inhibition of PIP may therefore serve the bases for both augmentation of existing therapies for hormone-dependent tumors and the development of novel therapeutic approaches for hormone-resistant BCa.

## Introduction

Prolactin-induced Protein (PIP), a.k.a. serum actin-binding protein (SABP) and gross cystic fluid protein (GCDFP)-15, is a ∼15 KDa glycoprotein expressed by a majority of breast cancer (BCa) tumors [1]. Its expression is particularly high in the luminal A and androgen receptor (AR)-positive HER2-enriched breast cancer subtypes [2], [3]. PIP is also biosynthesized and secreted by a number of normal apocrine cell types that produce milk, seminal fluid, tear, and saliva [1]. In addition to prolactin, PIP is induced by androgens, growth hormone and glucocorticoids [4], [5]. In T47D BCa cells, 5α-dihydrotestosterone (DHT) at physiological concentrations was most potent inducer, increasing PIP expression by >12-fold [4], [6], [7]. Furthermore, immunohistochemical staining of BCa tumors suggested a strong correlation between the expression levels of PIP and the androgen receptor (AR), as well as between PIP and prostate-specific antigen (PSA), a classical AR-regulated gene [2]. Hormone stimulated expression of PIP requires Runx2, a pro-metastatic transcription factor. Co-recruitment of AR and Runx2 to an enhancer located ∼11 Kb upstream of the PIP transcription start site [8] and the physical interaction between these two transcription factors [9], likely mediate synergistic stimulation of PIP expression. In turn, PIP formed a feed-forward loop by enhancing AR signaling [8]. Recently, an additional positive feedback loop was identified where PIP was required for the recruitment of CREB1 to the proximity of the PIP transcription start site [3].

Despite widespread expression, the function of PIP in both normal and cancer cells remains obscure. PIP deficient mice are essentially normal indicating that its function under physiological conditions is either non-essential or complimented by other protein/s. In contrast to normal cells, treatment of various human BCa cell lines with purified PIP enhanced their proliferation [10] and PIP silencing in both ERa-positive and ERa-negative BCa cell lines inhibited cell proliferation as well as invasion through an artificial extracellular matrix [3], [8]. These studies indicate that PIP acquires an essential function during cellular transformation. Potentially related to this function is its aspartyl protease activity, which was demonstrated using purified PIP and fibronectin as the substrate. The resultant fibronectin fragments bound integrin beta-1 receptors and activated signaling pathways related to BCa cell proliferation and invasion [3], [11].

In pursuit of PIP-dependent signaling pathways that regulate BCa cell proliferation, we employed PIP knock down and high throughput mRNA profiling as well as antibody arrays to identify gene networks and receptor tyrosine kinases (RTKs) that execute PIP's function. The results suggest that PIP is required for the activation of specific RTKs, including FAK. Accordingly, we demonstrate a role of PIP in fibronectin adhesion and in cytoskeleton dynamics. Finally, we demonstrate requirement for PIP for the proliferation of tamoxifen-resistant BCa cells, suggesting that PIP may be targeted for the development of novel therapeutic approaches to treat BCa patients who do not respond to hormonal therapy.

## Methods

### Cell culture

ER-positive T47D and ZR-75 and ER-negative MDA-MB-453 cells were from American Type Culture Collection (ATCC). T47D cells were maintained in RPMI-1640, and MDA-MB-453 and ZR-75 cell lines in DMEM medium, both supplemented with 10% fetal bovine serum from Clontech, CA. Before hormone treatment cells were washed three times with PBS and maintained for 48 hours in phenol-red free growth medium supplemented with 10% charcoal-stripped serum (CSS). Tamoxifen resistant T47D cells (T47D^tamR^) were derived earlier by long-term growth of cells in 1 µM 4- hydroxytamoxifen (4-OHT) [12], [13]. The growth medium for T47D^tamR^ cells was further supplemented with 1 µM 4-OHT, 10 mM non-essential amino acids, 200 mM L-glutamin, and 10 microgram/ml insulin.

### Antibodies and Reagents

The anti-PIP antibody (ab 62363) was purchased from abcam Inc., Cambridge, MA. The antibodies for detecting total and phosphorylated form of AKT (9272, 9275), ERK1/2 (4695, 9101), and HGFR (3148, 13D11) were purchased from Cell Signaling Technology, Inc., Danvers, MA. Total JNK1/2 levels were detected by JNK antibody (sc-572) from Santa Cruz (Biotechnology Inc., Santa Cruz, CA. Levels of [pThr^183^/Tyr^185^]-JNK1/2 were assessed using phosphor-SAPK/JNK (4668) antibody from Cell Signaling Technology, Inc. The Anti-FAK antibody, clone 4.47 and PhosphoDetect™ Anti-FAK (pTyr^397^) were purchased from Millipore, Billerica, MA. Antibodies detecting total Myc and [pThr^58^/pSer^62^]-Myc were from Cell Signaling Technology, Inc. The mouse monoclonal anti- β -tubulin antibody, developed by Dr. Charles Walsh, was obtained from the Developmental Studies Hybridoma Bank under the auspices of the NICHD and The University of Iowa, Department of Biological Sciences, Iowa City, USA. The hormones 17β-estradiol (E2) and 4- OHT, and insulin were purchased from from Sigma, St Louis, MO. E2 and tamoxifen were used at a concentration of 30 nM and 1 microM, respectively. Equal volume of ethanol was used as vehicle control. The growth media RPMI-1640 and DMEM, as well as the supplemental non-essential amino acids and L-glutamine were purchased from Gibco, Grand Island, NY. Hygromycin B was purchased from Invitrogen, Carlsbad, CA, USA, and added to the growth medium at 50 µg/ml. Doxycycline from Calbiochem, La Jolla, CA was used at 250 ng/ml unless otherwise indicated. An equal volume of distilled water was used as vehicle control. Puromycin, 3-(4,5-Dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) was obtained from Sigma, St Louis, MO. Phalloidin powder for the visualization of actin stress fiber was purchased from Enzo Life Sciences, Inc., Farmingdale, NY. A stock solution was prepared by dissolving 0.1 mg of phalloidin powder in 1 ml of dimethyl sulfoxide (DMSO), and a working solution was prepared by a further 1∶2000 dilution in PBS.

### Plasmids

The dox-inducible lentiviral plasmids were based on the pSLIK (single lentivector for inducible knockdown) vector [23]. DNA sequences encoding shRNAs for PIP were designed using the RNAiCodex program (http://katahdin.cshl.org/html/scripts/resources.pl). Oligonucleotides used for cloning are listed in Table S1. The shRNA-coding oligonucleotides were initially cloned into the lentiviral entry vector pEN_TmiRc3 (ATCC® catalog: MBA-248), and the resulting plasmid was recombined using Gateway® LR Clonase® II enzyme mix (Invitrogen) with the pSLIK destination vector carrying a hygromycin resistance gene (ATCC® catalog: MBA-237). Constitutively expressing shRNA lentiviral plasmids targeting either a non-specific sequence or distinct PIP-specific sequences were purchased from Sigma (Table S1). The constitutively expressed shPIP/121 and shPIP/214 hairpin RNAs target the nucleotide sequences 121–140 and 214–230 within the PIP open reading frame (ORF), respectively. Dox-inducible shRNA targeted either nucleotides 263–283 of the PIP ORF or nucleotides 32–52 of the 3′UTR, the latter used in the co-culture assays only (Table S1).

### RNA extraction, RT-qPCR, and analysis of global gene expression

RNA was extracted from cells using Aurum Total RNA kit from Bio-Rad Laboratories, Inc., Hercules, CA following the manufacturer's recommendations. For cDNA synthesis, 1 microgram of RNA was processed using qScript™ cDNA SuperMix as per the manufacturer's instructions (Quanta BioSciences, Inc., Gaithersburg, MD). The cDNA was diluted 10-fold with distilled water and subjected to real-time PCR amplification using Maxima® SYBR Green/Fluorescein qPCR Master Mix (2×) from Fermentas Inc., Glen Burnie, MD and CFX96™ RT-PCR system from Bio-Rad, Hercules, CA. The sequences of primers used for real-time PCR amplification are listed in Table S1. Gene expression profiling was performed using the BeadChip HumanHT-12 v4 Expression kit from Illumina®, which contains 47,231 gene-probes (Illumina® Inc., San Diego, CA). The raw signal intensities were imported and analyzed using the GenomeStudio® data software. After background subtraction and normalization, the signal intensity values were exported to the Partek® genomics expression analysis suite using “Partek's Report Plug-in” option in the GenomeStudio® software. Differentially expressed genes in the dox- *versus* vehicle-treated samples were identified using the “gene expression” workflow in the Partek® software. The differentially expressed probes were further investigated using the Ingenuity Pathways Analysis package (IPA™; http://www.ingenuity.com) to identify the association of differentially expressed genes with “disease and disorder” and “molecular and cellular functions” categories. Right-tailed Fisher's exact test as implemented in the IPA software was used to calculate a p-value for the probability of each network to be enriched for PIP-regulated genes due to chance alone. The microarray data has been deposited in the GEO database with the accession code GSE41894.

### Lentivirus production

For packaging, the lentiviral expression plasmids were co-transfected by the calcium chloride method into HEK293T cells along with helper plasmids pMD.G1 and pCMVΔR8.91 [24], [25]. Culture media containing viral particles were harvested after 48–72 hours and used for transduction of the indicated cells in the presence of 8 µg/ml Polybrene (Millipore Corp., MA, USA). The transduced cells were selected with either 50 µg/ml of Hygromycin or 3 microgram/mL of Puromycin.

### Cell proliferation assay

Cell proliferation was assessed using either MTT- or luciferase-based assays. For MTT assays, cells were incubated at 37°C with 0.5 mg/mL of MTT dissolved in PBS for 2 hours. Cells were then lysed using DMSO and the development of color was quantified at 595 nM using Victor_3_V™ from PerkinElmer, Shelton, CT, USA. For luciferase assays cells were first transduced with lentiviral particles containing a constitutive green fluorescent protein (GFP)/luciferase cassette to facilitate their isolation using fluorescence activated cell sorting and to later assess their proliferation based on luciferase activity. Approximately 5,000 fluorescently-sorted cells were plated in a 24 well tissue culture plates in the presence of dox or an equal volume of water as vehicle control. Samples were harvested every 48 hours by lysing the cells in 200 microlitre of passive lysis buffer purchased from Promega, Madison, WI, and were stored at −80°C until quantification of luciferase activity using Victor_3_V™.

### Receptor Tyrosine Kinase Screen

We used the Human RTK Phosphorylation antibody array 1 kit (RayBiotech, Inc., Norcross, GA), which facilitates simultaneous detection of the phosphorylation status of 71 major receptor tyrosine kinases. T47D cells were transduced with lentiviruses encoding shRNA specific for either PIP (sh121) or a non-genomic DNA sequence (Table S1). Preparation of cell lysates as well as hybridization to the membrane containing the dedicated spots for 71 receptor tyrosine kinases and controls was conducted as per the manufacturer's recommendations. Briefly, 250 μg of cell lysate proteins was diluted in 1.2 ml blocking buffer and incubated for 2 hours at 4°C with gentle shaking. The membranes were washed and further incubated with biotin-conjugated antibodies that bind phosphotyrosine residues. To enable detection of phosphotyrosine-bound antibodies, the membranes were washed and incubated with biotinylated antiphosphotyrosine antibodies. Washed membranes were subjected to chemiluminescence-based imaging using the Western Lightning™ Plus-ECL kit from PerkinElmer Inc, Waltham, MA and then exposed to Clear Blue X-ray Film from Bioland Scientific LLC, Paramount, CA.

### Cell adhesion assay

The T47D/shNS/LUC, T47D/shPIP/121/LUC and T47D/shPIP/214/LUC cells encoding either non-specific (shNS) or PIP-specific (shPIP shPIP/121, shPIP/214) shRNAs, respectively, and a constitutively active luciferase gene were cultured for 2 days in the presence or absence of dox (250 ng/mL). Quadruplicates of about 10,000 cells were plated in a 24 well plate pre-coated for 1 hour at 37°C with 10 microgram/ml of either fibronectin or bovine serum albumin as background control (both from Sigma). After 1 hour of incubation, unbound cells were washed three times with PBS and the relative numbers of bound cells were assessed based on luciferase assays. The arginine-glycine-aspartate (GRGDSP) and arginine-glycine-glutamic acid (GRGESP) peptides were obtained from Anaspec, Inc., San Jose, CA.

### Visualization of stress fibers by phalloidin staining

To visualize stress fibers, cells were grown on fibronectin-coated slides for 48 hours in the presence or absence of dox. Cells were washed three times with phosphate buffered saline and incubated for one hour in cell culture incubator in growth medium without serum. Cells were fixed with chilled 0.5% paraformaldehyde solution, permeabilized with chilled 0.1% Triton X-100 in PBS, and incubated in phalloidin solution for 1 hour at room temperature. Stress fibers were visualized using a Zeiss LSM 510 inverted confocal microscope and the Zeiss LSM Image Browser software (Carl Zeiss Inc., Jena, Germany) for image stacking.

### Cell extract preparation and western blot analysis

Whole cell extracts were prepared by lysing 1×10^5^–2×10^5^ cells in 200 microlitre of lysis buffer [100 mM Tris (pH 7.4), 500 mM NaCl, 1 mM CaCl_2_, 0.5 mM MgCl_2_, 0.1% Nonidet® P-40] supplemented with Complete™ protease inhibitor mix (Roche Diagnostics, Indianapolis, IN). Thirty microgram protein was mixed with an equal volume of 2× Laemmli buffer followed by SDS-PAGE. Electrophoresed proteins were transferred to Amersham Hybond™-P PVDF membranes (GE Healthcare, Piscataway, NJ), and detected using specific antibodies and the Western Lightning™ Plus-ECL kit.

## Results

### PIP is preferentially expressed in breast cancer cells of the Luminal A subtype and is required for their proliferation independently of its secretion

PIP is expressed by a majority of BCa tumors and serves as a marker for disease progression [1]. Breast tumors are heterogeneous in nature with at least five well-recognized intrinsic molecular subtypes that differ in clinical progression and drug responsiveness: basal-like, HER2-enriched, luminal A, luminal B, and normal-like [14], [15], [16]. In order to select a relevant BCa cell line for this study, we assessed its expression with respect to tumor subtypes using mRNA profiles of 557 breast tumors compiled from the three microarray datasets GSE2034, GSE7390, and GSE11121 [8], [17], [18], [19]. PIP mRNA was most highly expressed in the luminal A subtype, followed by HER2-enriched and normal-like tumors, with the least expression observed in basal-like tumors (Figure 1A). Consistent with these results, western blot analysis (Figure 1B) readily detected PIP expression in the T47D and MDA-MB-453 cell lines that represent the luminal A and HER2 subtypes, respectively [20]. In contrast, PIP expression was very low or absent in the ZR-75 and MDA-MB-231 cell lines (Figure 1B) that represent the luminal B and basal subtypes, respectively [21]). In subsequent experiments, we therefore pursued the role of PIP in BCa cells by knocking it down in the luminal A-like T47D cell line.

**Figure 1:**
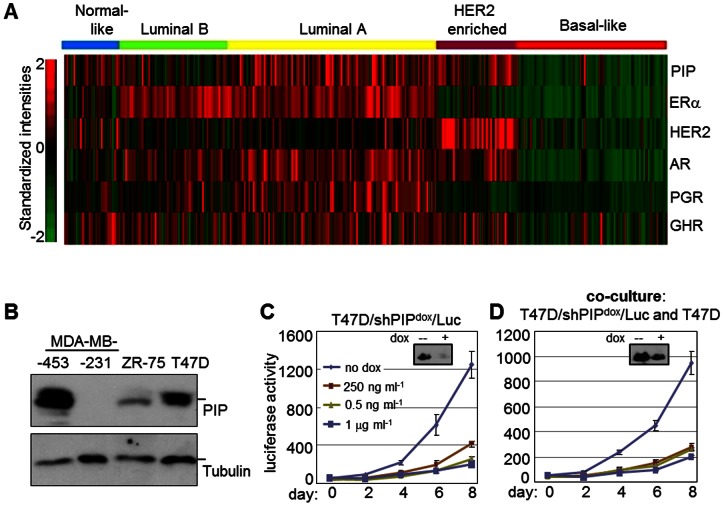
Relative expression of PIP in intrinsic breast cancer subtypes and requirement of intracellular PIP for cell proliferation. **A**, Heat map demonstrating the mRNA expression levels of PIP and various hormone receptors known to regulate its expression in a heterogeneous cohort of 557 BCa patients. The patient cohort was compiled from the publicly available GEO datasets GSE2034, GSE2603 and GSE12276 and was described previously [8]. The intrinsic subtype of each tumor was determined according to the PAM-50 algorithm [36]. Expression values for the indicated genes were derived from the signal intensities associated with the following affymetrix probesets: 206509_at (PIP), 205225_at (ESR1) 216836_s_at (HER2), 211110_s_at (AR), 208305_at (PGR) and 205498_at (GHR). **B**, Immunoblot analysis of PIP in the ER-alpha positive BCa cell lines MDA-MB-453, ZR-75 and T47D and in the ER–negative MDA-MB-231 BCa cell line. Tubulin was analyzed as control. **C–D**, Luciferase assays were performed at the indicated days after plating to assess the proliferation of T47D/PIP^dox^/LUC cells cultured in serum-supplemented medium either alone (*C*) or together with naïve T47D cells (*D*). The co-cultures were started with roughly equal number (∼5,000) of T47D/shPIP^dox^/LUC and naïve T47D cells. Doxycycline (dox) was added at the time of plating at the indicated concentrations. Insets in *C* and *D* show PIP levels by immunoblotting after 4 days of treatment with either vehicle or 250 ng/mL dox.

We recently reported that PIP was required for the proliferation of breast cancer cells [8]. Although PIP is best known as a secreted protein, follow-up experiments showed that PIP-containing conditioned medium from naïve T47D cells did not rescue the growth arrest imposed by PIP knockdown (data not shown). This suggested that PIP was likely required for a critical intracellular cell cycle regulatory function(s). To directly address this notion, we measured the proliferation of T47D/shPIP^dox^/LUC cells cultured either alone or together with naïve T47D cells (Figure 1C, D). The T47D/shPIP^dox^/LUC cells are transduced with dox-inducible shRNA specifically targeting the PIP ORF [8]; Table S1). In addition, the cells are marked with a constitutively active luciferase gene, so that their growth can be monitored by following accumulation of luciferase activity per well over time. As shown in Figure 1C, dox treatment of the T47D/shPIP^dox^/LUC cell cultures resulted in PIP silencing and subsequent dose-dependent inhibition of cell proliferation. In contrast to this simple culture system, when the T47D/shPIP^dox^/LUC cells are co-cultured with naïve T47D cells (Figure 1D), the latter continue to secrete PIP even in the presence of dox, and could act in a paracrine manner to rescue proliferation of the dox-treated T47D/shPIP^dox^/LUC cells. However, the dox-induced growth inhibition was equally apparent with and without co-cultured naive T47D cells, suggest that PIP was required for a novel intracellular function independent of its secretion.

### Analysis of global gene expression indicates a role for PIP in stimulating a highly connected JUN/MYC-centered transcriptome

In pursuit of PIP-regulated gene networks mediating its function(s) in BCa cells, we initially investigated changes in global gene expression in response to dox-mediated knockdown of PIP in T47D/shPIP^dox^ cells. A time course experiment demonstrated that dox treatment knocked down PIP mRNA by 70% and 80% at the 24 h and 48 h time points, respectively (Figure 2A). We note that PIP mRNA expression was also responsive to serum, but the serum response and effects of the PIP shRNA appear unrelated (Figure S4 in File S1). Because dox did not significantly inhibit PIP expression at the earlier 6 h and 12 h time points, we reasoned that mRNA profiling of cells after 24 h and 48 h of dox treatment would disclose primary responses to PIP knockdown. Cells were treated and their mRNAs analyzed in biological triplicates (a total of 12 samples) using Illumina's HumanHT-12 v4 BeadChips. 

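T47D/shPIP dox cells, a luminal A-like breast cancer line with a dox-inducible shRNA against PIP, were treated with 250 ng/ml dox or with vehicle. Each of the 4 groups, dox or vehicle for 24 h or 48 h, was measured on 3 arrays. PIP was read by the probe ILMN_2092077. At 24 h its signal from the scanner was 13988, 16550 and 15832 on the vehicle arrays and 8070, 6374 and 6594 on the dox arrays. On the log2 scale after normalization, the mean was 13.90 ± 0.09 (SD, n = 3) with vehicle and 12.63 ± 0.04 (SD, n = 3) with dox, so that PIP mRNA was 2.41-fold lower with dox. The difference was -1.27 (standard error 0.09, limma, adjusted p = 3.19e-06). On the arrays labelled vehicle at 48 h the signal of PIP was 4536, 4193 and 3882, and on the arrays labelled dox at 48 h it was 20438, 16334 and 16243. The log2 means of these groups were 12.14 ± 0.11 (SD, n = 3) and 14.08 ± 0.04 (SD, n = 3). PIP was thus 3.84-fold higher on the arrays labelled dox at 48 h (limma, adjusted p = 4.98e-08), whereas the RT-qPCR of the paper (Figure 2A) runs the other way, with less PIP mRNA after 48 h of dox. Table S2, which the paper drew from these same arrays, also has PIP lower with dox at 48 h. Of the 825 genes it lists for 48 h that passed the test here, 824 had the opposite direction on the arrays as labelled. The arrays were kept in the groups that their labels give, and every direction given for 48 h is that of the labels.

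The values start from the mean bead signal that GenomeStudio gave for each probe, which the authors had neither background-subtracted nor normalized in the deposited table, and from the detection p deposited beside each signal. These signals were background-corrected and quantile-normalized with neqc of limma after adding an offset of 16. A gene was represented by its brightest probe among those with a detection p under 0.05 on at least 3 arrays, which gave 12561 genes. Dox and vehicle arrays were compared at each time in a limma model of the 4 groups over the 12 arrays. Genes with a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold were counted as changed. This choice, the gene lists and the rule for naming genes were fixed before the data were examined, but after Tables 2, S2 and S3 of the paper, which come from the same arrays, had been read. The mean signal of the arrays was 586 to 768 (median 643), which is 4.62 to 5.75 times the background (median 5.18), and 42.7% to 45.6% of the probes were detected (median 43.8%). The number of arrays limits the precision, and an exact permutation test of 3 arrays against 3 cannot give a p under 0.1. Dox replicates 1 and 2 of both times were on one BeadChip, here called chip 1, and the other 8 arrays, with all 6 vehicle arrays, were on chip 2. Within chip 2 the log2 difference of PIP was -1.32 at 24 h and 1.97 at 48 h.

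**Figure D1:**
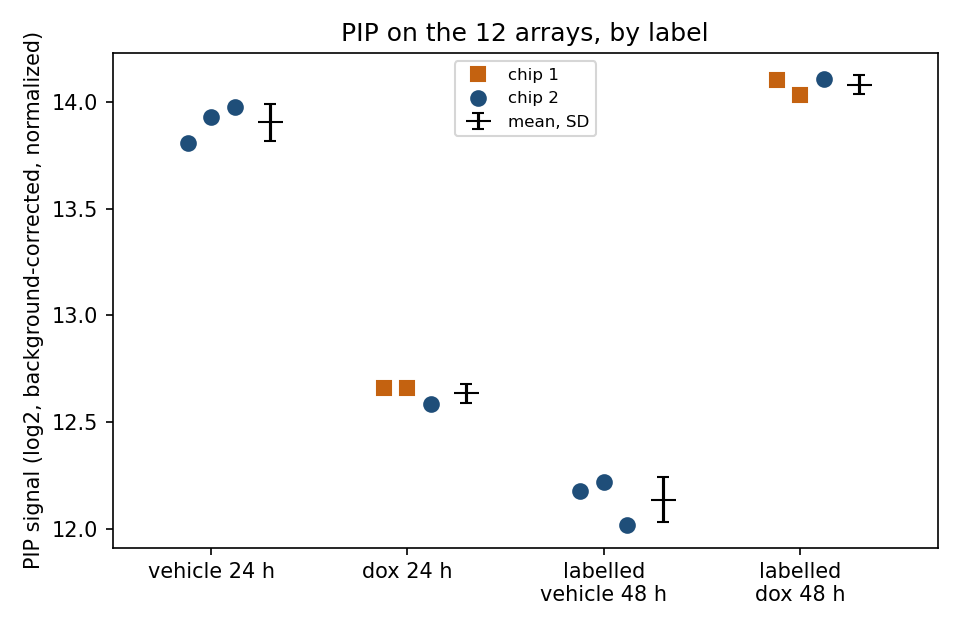
PIP on the 12 arrays, as log2 of the background-corrected and normalized signal, by label. Squares are arrays of chip 1, circles arrays of chip 2, and the bars give the mean and SD of 3 arrays. The vehicle 24 h group lies at a mean of 13.90, dox 24 h at 12.63, labelled vehicle 48 h at 12.14 and labelled dox 48 h at 14.08.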

Dox treatment differentially regulated the expression of 1,356 genes by ≥1.5-fold (690 repressed, 666 induced) at the 24 h or 48 h time points in a statistically significant manner (*p*<0.04; Table S2). 

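After 24 h of dox, 697 of the 12561 genes tested were lower and 801 were higher. Among the lower genes were SHISA2, which retains WNT and FGF receptors in the endoplasmic reticulum, and IGFBP5, which binds insulin-like growth factors. SHISA2 went from 10.04 ± 0.24 (log2 mean and SD, n = 3) to 7.83 ± 0.17 (n = 3), a 4.64-fold fall (limma, adjusted p = 1.96e-06). IGFBP5 went from 12.98 ± 0.06 (n = 3) to 11.05 ± 0.08 (n = 3), a 3.79-fold fall (adjusted p = 2.54e-07). Among the largest rises were those of 2 genes that vehicle-treated cells expressed at or near background. GALNT16, an enzyme of O-glycosylation, was at background on all vehicle arrays and at least 9.02-fold higher with dox (adjusted p = 3.79e-08). HSD17B11, a short-chain steroid dehydrogenase, went from 5.43 ± 0.23 (n = 3) to 8.30 ± 0.15 (n = 3) and was detected on 1 of the 3 vehicle arrays, so that no exact fold is given (adjusted p = 2.3e-07).

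At 48 h, 1343 genes were lower and 1009 higher on the arrays labelled dox, and 3058 genes changed at 24 h or 48 h. SHISA2 was there 5.39-fold higher with dox as labelled (adjusted p = 3.08e-07) and IGFBP5 2.84-fold higher (adjusted p = 5.01e-07). GALNT16 was at least 19.4-fold lower and HSD17B11 at least 8.03-fold lower, both being at background on the arrays labelled dox. With no background correction the counts were 271 lower and 220 higher at 24 h, 535 lower and 487 higher at 48 h, and 1230 at either time. With chip as a block they were 583 lower and 760 higher at 24 h, and on the arrays of chip 2 alone 404 genes were lower at 24 h and 2003 changed at either time.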

RT-qPCR analysis of five randomly selected genes conformed to the microarray data (data not shown). Unsupervised hierarchical clustering of the most differentially regulated genes showing ≥2-fold effects at either 24 or 48 hours resulted in a clear separation between the dox-treated and control samples (Figure S1 in File S1). 

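The 744 genes with at least a 2-fold difference at 24 h or 48 h were clustered over the 12 arrays by centered Pearson correlation and average linkage. The first division put 6 arrays on each side. On one side were the 3 vehicle arrays of 24 h and the 3 arrays labelled dox at 48 h, and on the other the 3 dox arrays of 24 h and the 3 labelled vehicle at 48 h. Dox and vehicle arrays therefore separated within each time, and 6 of 12 arrays were on the side of their label over the 2 times. PIP, GALNT16 and SHISA2 each followed this division. The same 6 arrays stood together with complete linkage, with the 1000 most variable genes and with all genes tested.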

In general, the variation among the biological triplicates was small, and changes observed after 24 hours of treatment were maintained or intensified by 48 hours of treatment.

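Arrays of one group were close to each other. Across genes, Pearson's r was 0.990 to 0.994 between arrays of the same group and 0.964 to 0.990 between arrays of different groups, although genes are not independent replicates. The median SD of a gene was 0.16 with vehicle at 24 h, 0.15 with dox at 24 h, 0.13 on the arrays labelled vehicle at 48 h and 0.15 on those labelled dox at 48 h (log2, n = 3 each).

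Of the 1498 genes changed at 24 h, 1004 differed at 48 h in the opposite labelled direction at an adjusted p under 0.05, 37 in the same direction, and 457 did not pass the test at 48 h. Among the 697 genes lower at 24 h, 419 were higher at 48 h as labelled and 18 lower. Of the 801 that were higher at 24 h, 585 were lower at 48 h as labelled and 19 higher. The differences at the 2 times had a Pearson's r of -0.822 across these genes and of -0.555 across all genes tested. Among the 1498 genes, 550 (36.7%) had the larger size at 48 h, though choosing genes by their change at 24 h favours that time. In all, 2352 genes changed at 48 h, 1560 of which had not at 24 h. The cell cycle genes E2F2 and RRM2 were among those that did not pass the test at 48 h. The difference between the times itself passed limma's test for 1366 of the 1498 genes. With the 48 h labels exchanged, an alternative chosen after the values were seen, the 1004 genes differ in the same direction at both times and the 37 in opposite directions.

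**Figure D2:**
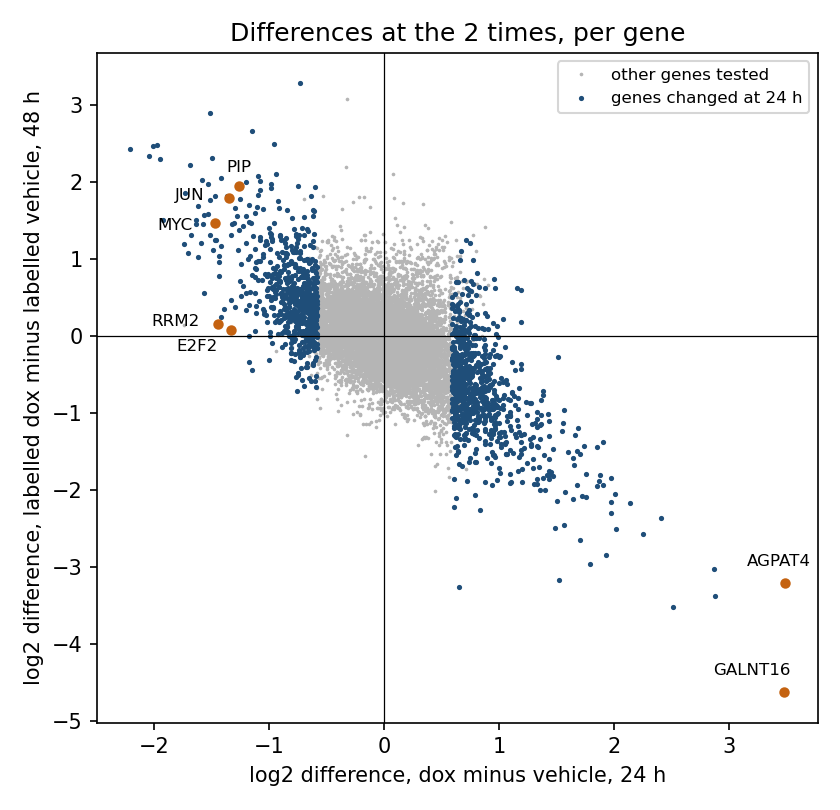
Log2 differences of dox minus vehicle at 24 h (x axis) and at 48 h as labelled (y axis) for each gene tested. Dark points are the 1498 genes changed at 24 h, of which 1330 lie on opposite sides of 0 at the 2 times, and the named genes are marked in orange.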

**Figure 2:**
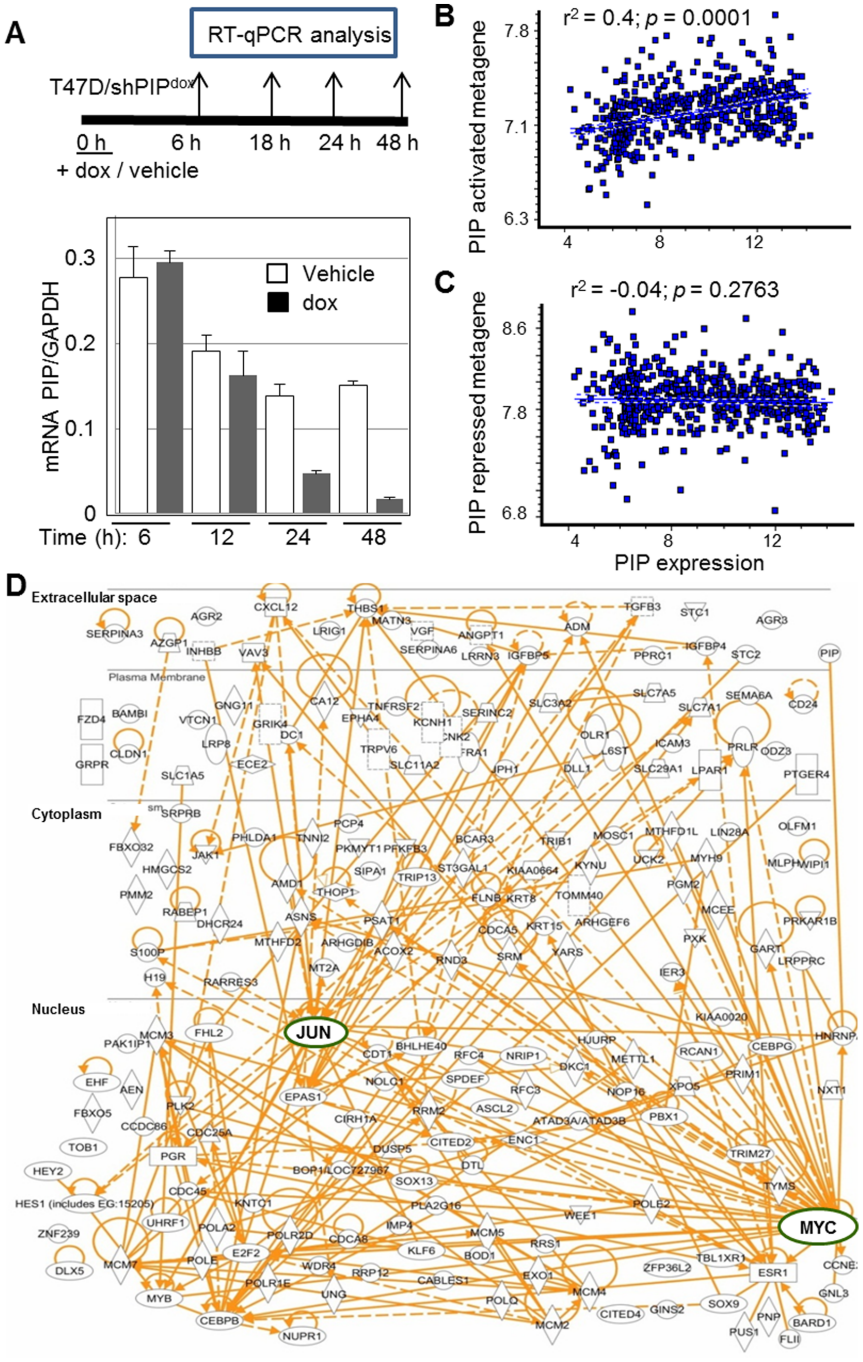
Identification of PIP-regulated genes in breast cancer. **A,** T47D/shPIP^dox^ cells were treated with dox (250 ng/ml) or vehicle, and RNA was extracted at four time points as schematically illustrated in the *upper panel*. RT-qPCR analysis of PIP with GAPDH as control (*bottom panel*) demonstrates effective PIP knockdown at the 24 and 48, but not at the 6 or 12-hour time points. **B–C,** Analysis of the clinical correlations in a cohort of 557 BCa tumors between PIP mRNA and either the PIP-activated (B) or the PIP-repressed metagenes (C), defined as the average normalized expression of genes that were either repressed (B) or stimulated (C) by ≥2-fold in the T47D/shPIP^dox^ cell culture model. **D**, 293 genes down-regulated by ≥1.5-fold one day after PIP knockdown were subjected to the pathway analysis tool from Ingenuity Systems (IPA™). Connections are shown among 200 genes for which matched entries were found. Each connection indicates at least one direct relationship found in the literature. Circles denote the highly connected cMYC and cJUN nodes.

To examine the clinical relevance of our *in vitro* results, we interrogated publicly available RNA expression datasets for correlation between expression of *PIP* and that of genes that were down- or up-regulated by PIP silencing in the T47D cell culture model. We defined a PIP-activated metagene as the average normalized expression of genes that were most downregulated (≥2-fold; 41 genes, Figure S1 in File S1) after dox-mediated PIP knockdown in T47D/shPIP^dox^ cells. 

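At 24 h, 119 genes were at least 2-fold lower with dox at an adjusted p under 0.05. Besides SHISA2, they included LIN28A, which blocks the maturation of let-7 microRNAs, and DUSP4, a phosphatase that inactivates MAP kinases. LIN28A went from 9.37 ± 0.17 (log2 mean and SD, n = 3) with vehicle to 7.35 ± 0.44 (n = 3) with dox, a 4.04-fold fall (limma, adjusted p = 1.79e-05). DUSP4 went from 7.00 ± 0.38 (n = 3) to 5.01 ± 0.49 (n = 3) (adjusted p = 0.0001), and PLEKHS1 from 7.30 ± 0.20 (n = 3) to 5.25 ± 0.18 (n = 3) (adjusted p = 1.49e-05). Both were detected on 1 of the 3 dox arrays, close to background, so that no fold is given. SRARP, a regulator of steroid receptors, was 3.34-fold lower (adjusted p = 3.32e-06), and SERPINA6, the corticosteroid-binding globulin, 3.33-fold lower (adjusted p = 6.55e-06). The keratin KRT15 was 3.26-fold lower (adjusted p = 4.98e-06). At 48 h, 372 genes were at least 2-fold lower on the arrays labelled dox. With no background correction, 38 genes were at least 2-fold lower at 24 h, and 172 with the authors' processed values.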

A PIP-repressed metagene was similarly defined as the average normalized expression of 41 genes most upregulated after dox-mediated PIP knockdown in T47D/shPIP^dox^ cells. 

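At 24 h, 160 genes were at least 2-fold higher with dox at an adjusted p under 0.05. AGPAT4, an acyltransferase of phospholipid synthesis, was at background with vehicle and at least 8.86-fold higher with dox (limma, adjusted p = 8.71e-09). Also at background with vehicle were PGAM2, the muscle form of phosphoglycerate mutase, at least 3.36-fold higher (adjusted p = 4.23e-07), and REEP2, at least 2.87-fold higher (adjusted p = 1.83e-05). DLK2, a membrane protein related to the Notch ligands, rose from 5.52 ± 0.39 (log2 mean and SD, n = 3) to 8.39 ± 0.10 (n = 3) (adjusted p = 1.96e-06), and was detected on 2 of the 3 vehicle arrays. TMEM44 rose from 7.67 ± 0.02 (n = 3) to 10.08 ± 0.10 (n = 3), which is 5.29-fold (adjusted p = 2.16e-07). The transcription factor ZBTB46 was 4.75-fold higher (adjusted p = 4.09e-06) and the receptor GPR162 4.04-fold higher (adjusted p = 1.18e-06). At least 2-fold higher on the arrays labelled dox at 48 h were 286 genes. With no background correction, 24 genes were at least 2-fold higher at 24 h, and 396 with the authors' processed values.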

A scatter plot of PIP expression *versus* that of the PIP-activated metagene across 557 BCa tumors revealed a highly significant positive correlation (r^2^ = 0.4; *p*<0.0001), suggesting that in a clinical setting, PIP most likely regulates genes comprising the PIP-activated metagene as defined in the T47D/shPIP^dox^ culture system (Figure 2B). In contrast, there was no significant correlation across the BCa tumors between expression of *PIP* and that of the PIP-repressed metagene (Figure 2C), suggesting that changes in the expression of these genes may represent secondary *in vitro* effects of PIP knockdown that are irrelevant *in vivo*. We therefore went on to investigate the potential significance of the PIP-activated metagene.

We employed the Ingenuity Pathway Analysis (IPA™) software package to gain insight into the most likely biological roles of the PIP-activated metagene. The “IPA Pathways and Path Designer” platform visualizes connections between differentially regulated genes based on published articles that document functional interactions between genes. Analysis of the genes down-regulated by PIP knockdown revealed an intricate network with cMYC and cJUN, master transcriptional regulators of cell proliferation, forming two central hubs (Figure 2D). 

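MYC and JUN, transcription factors induced early when cells enter the cycle, both fell after 24 h of dox. MYC (ILMN_1680618) went from 9.76 ± 0.08 (log2 mean and SD, n = 3) with vehicle to 8.29 ± 0.06 (n = 3) with dox, a log2 difference of -1.47 (standard error 0.10, limma, adjusted p = 2.14e-06). JUN (ILMN_1806023) went from 9.06 ± 0.18 (n = 3) to 7.71 ± 0.32 (n = 3), a difference of -1.35 (standard error 0.15, adjusted p = 5.3e-05). A second MYC probe gave -0.93. On the arrays labelled dox at 48 h, MYC was higher by 1.46 (adjusted p = 7.9e-07) and JUN by 1.79 (adjusted p = 2.76e-06).

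Of 27 genes induced by immediate-early and ERK signaling, 14 fell with dox at 24 h and 1 rose (17 and 1 when adjusted over the list alone), with a median log2 difference of -0.52. The list as a whole was lower than other genes (camera, adjusted p = 1.42e-08, and adjusted p = 0.00992 with an estimated correlation). For each list the first of these p-values rests on a preset correlation of 0.01. With it, other splits of the 24 h arrays gave 5 to 10 of the 22 lists tested, and the real split gave 11. PHLDA1 fell by 1.60 (adjusted p = 4.09e-06) and the receptor tyrosine kinase EPHA4 by 1.54 (adjusted p = 3.19e-06). Both DUSP4 and MYC belong to this list. At 48 h, 15 of the 27 genes were higher and 1 lower on the arrays labelled dox (17 and 1 when adjusted over the list alone), with a median of 0.75 (camera, adjusted p = 1.81e-07, and adjusted p = 0.0158 with an estimated correlation).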

The high connectivity of the PIP-activated metagene contrasts the low connectivity between genes comprising the PIP-repressed metagene (Figure S2 in File S1), and suggests that the PIP-activated genes represent a network(s) with a well-established function(s). 

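Genes that mark the hormone-dependent, luminal state of T47D cells were among those lower after 24 h of dox. Of 25 estrogen-induced genes, 19 fell and none rose (20 when adjusted over the list alone), with a median log2 difference of -0.56 (camera, adjusted p = 6.43e-10, and adjusted p = 0.00198 with an estimated correlation). MYC, MYB and CXCL12 belong to this list. No estradiol treatment is among the arrays, so that the response to the hormone was not tested. By RT-qPCR (Figure 5B) the paper finds the estradiol induction of pS2, GREB1 and CXCL12 intact after PIP knockdown. GREB1 differed by -0.40 at 24 h (limma, adjusted p of 0.0453 to 0.168 over the arrays left out). PGR, the progesterone receptor, went from 10.37 ± 0.07 (log2 mean and SD, n = 3) to 9.57 ± 0.05 (n = 3), a difference of -0.80 (limma, adjusted p = 0.000299). STC2, a secreted glycoprotein, fell by 1.09 (adjusted p = 8.75e-05). Of 15 luminal markers, 11 fell and none rose (11 lower and 1 higher when adjusted over the list alone), with a median of -0.57 (camera, adjusted p = 7.61e-06, and adjusted p = 0.0072 with an estimated correlation). Among them the keratins KRT7 and KRT18 fell by 0.95 (adjusted p = 0.00108) and 0.84 (adjusted p = 0.000932). None of the 5 basal and mesenchymal markers tested passed the test at 24 h. At 48 h as labelled, 11 of the estrogen-induced genes were higher with dox and 2 lower (11 and 2 when adjusted over the list alone), with a median of 0.19 (camera, adjusted p = 0.000476, and adjusted p = 0.0158 with an estimated correlation). Of the luminal markers, 7 were then higher and 2 lower (8 and 2 when adjusted over the list alone), with a median of 0.27 (camera, adjusted p = 0.00995, and adjusted p = 0.0418 with an estimated correlation).

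Genes of amino acid supply fell in the same samples. Of 41 genes of the amino acid response, most of them targets of ATF4, 25 were lower and 2 higher (27 and 2 when adjusted over the list alone), with a median of -0.46 (camera, adjusted p = 4.38e-09, and adjusted p = 0.00992 with an estimated correlation). SLC1A5, a glutamine transporter, fell by 1.42 (adjusted p = 2.2e-05). PSAT1, an enzyme of serine synthesis, fell by 1.15 (adjusted p = 4.86e-05), and the cationic amino acid transporter SLC7A1 by 1.10 (adjusted p = 0.000212). In 12 androgen-induced genes, PIP among them, 6 fell and 2 rose (8 and 2 when adjusted over the list alone), with a median of -0.35 (camera, adjusted p = 0.00494, and adjusted p = 0.0313 with an estimated correlation). AZGP1, which is often expressed together with PIP, fell by 1.31 (adjusted p = 0.000136). At 48 h as labelled, 38 of the 41 genes of the amino acid response were higher with dox and none lower (38 when adjusted over the list alone), with a median of 0.99 (camera, adjusted p = 1.07e-24, and adjusted p = 0.00175 with an estimated correlation). The androgen-induced genes did not pass as a list at 48 h (median 0.13, camera, adjusted p = 0.147).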

To identify molecular events that occur immediately after PIP knockdown we used a set of 293 genes that were down-regulated by ≥1.5-fold with high statistical significance (p<0.04) after 24 hours of dox treatment (Table S2). 

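Of 45 genes of DNA replication tested, 33 fell after 24 h of dox, none rose and 12 did not pass the test (35 fell when adjusted over the list alone). The median log2 difference of the list was -0.60, and the list was lower than other genes (camera, adjusted p = 9.98e-16, and adjusted p = 0.00867 with an estimated correlation). MCM4, a subunit of the replicative helicase, went from 11.59 ± 0.01 (log2 mean and SD, n = 3) with vehicle to 10.47 ± 0.19 (n = 3) with dox (limma, adjusted p = 0.000132). Of 36 genes of ribosome biogenesis, 24 fell and none rose (29 when adjusted over the list alone), with a median of -0.52 (camera, adjusted p = 6.93e-12, and adjusted p = 0.0072 with an estimated correlation). NOLC1, a nucleolar phosphoprotein, went from 10.43 ± 0.12 (n = 3) to 9.39 ± 0.22 (n = 3), a difference of -1.04 (adjusted p = 7.09e-05). RRS1, which acts in assembly of the large ribosomal subunit, fell by 0.94 (adjusted p = 7e-05), and DKC1, the pseudouridine synthase of small nucleolar RNPs, by 0.92 (adjusted p = 3.67e-05).

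Of 32 genes of mitosis, 13 were lower, none higher and 19 did not pass the test (14 lower when adjusted over the list alone), with a median of -0.29. This list passed at an adjusted p = 1.29e-05 from camera, but not with an estimated correlation, where the adjusted p = 0.07. KIF23, a kinesin of cytokinesis, fell by 0.66 (adjusted p = 0.000285).

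On the arrays labelled dox at 48 h, 9 of the 45 replication genes were higher, 1 was lower and 35 did not pass the test (9 higher when adjusted over the list alone), with a median of 0.16 (camera, adjusted p = 0.00258, but adjusted p = 0.2 with an estimated correlation). Compared with the vehicle arrays of 24 h, 39 of the 45 genes were lower on the arrays labelled vehicle at 48 h and 27 on those labelled dox at 48 h, and none was higher on either. The medians were -0.75 and -0.50. Of the mitotic genes, 27 of 32 were higher on the arrays labelled dox at 48 h and none was lower (29 when adjusted over the list alone), with a median of 0.61 (camera, adjusted p = 2.87e-13, and adjusted p = 0.0158 with an estimated correlation). Of the genes of ribosome biogenesis, 19 of 36 were higher and none lower (19 when adjusted over the list alone), with a median of 0.37 (camera, adjusted p = 1.48e-06, and adjusted p = 0.0209 with an estimated correlation).

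**Figure D3:**
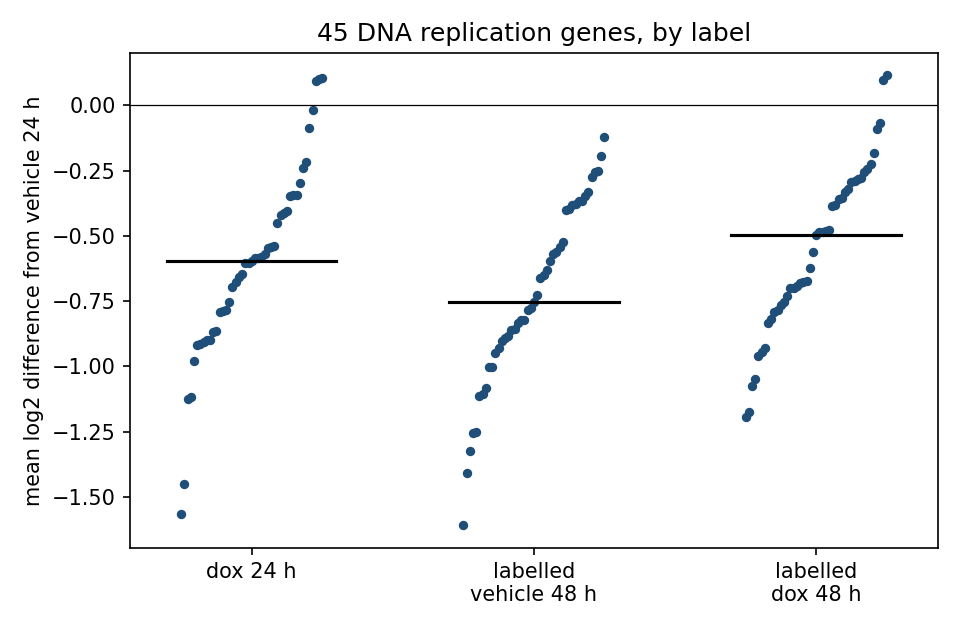
Mean log2 difference of each of the 45 replication genes from the vehicle arrays of 24 h, on the dox arrays of 24 h and on the arrays labelled vehicle and dox at 48 h. Each point is a gene, sorted within its group, and each line is the median, at -0.60, -0.75 and -0.50.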

IPA analysis of this gene-set showed that “cellular growth and proliferation”, “cell cycle” and “DNA replication, recombination, and repair” were the molecular and cellular functions most significantly associated with PIP (*p*<1.3E^−02^; Table 1). In particular, the most PIP-responsive genes encoding nuclear proteins (Tables 2, S3) are clearly enriched for such with well established roles in promoting cell proliferation, including cMYC, cJUN, E2F2, MYB and MCM5 [22], [23], [24], [25], [26].

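E2F2, MYB and MCM5 fell after 24 h of dox, with each dox array below each vehicle array. E2F2, a transcription factor that drives entry into S phase, went from 10.14 ± 0.04 (log2 mean and SD, n = 3) with vehicle to 8.80 ± 0.13 (n = 3) with dox, a difference of -1.34 (standard error 0.12, limma, adjusted p = 1.47e-05). MYB, a transcription factor of proliferating cells, went from 10.08 ± 0.10 (n = 3) to 8.80 ± 0.08 (n = 3), a difference of -1.27 (standard error 0.12, adjusted p = 1.43e-05). MCM5, a subunit of the replicative helicase, went from 9.34 ± 0.07 (n = 3) to 7.78 ± 0.06 (n = 3), a difference of -1.57 (standard error 0.13, adjusted p = 8.19e-06). MYB was higher by 1.12 (adjusted p = 1.82e-05) and MCM5 by 0.56 (adjusted p = 0.00592) on the arrays labelled dox at 48 h, while the difference of E2F2 was 0.08 (adjusted p = 0.673). From Tables 2 and S3 the paper concludes that, among the genes most responsive to PIP, those encoding nuclear proteins are enriched for roles in promoting cell proliferation.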

**Table 1:** Deduced Molecular and Cellular Functions of PIP in T47D/shPIP^dox^ cells.

Function	p-value	# Molecules
Cellular Growth and Proliferation	1.3E^−10^ −1.3E^−02^	98
Cell Cycle	4.5E^−08^ −1.3E^−02^	51
DNA Replication, Recombination, and Repair	1.6E^−07^ −1.3E^−02^	39

The 293 genes repressed by ≥1.5 fold after one day of dox-induced PIP knockdown were analyzed using the IPA software package for enriched Molecular and Cellular Functions.

**Table 2:** PIP-regulated genes encoding nuclear proteins.

Gene ID	Entrez gene name	Fold repression
MCM5	Minichromosome maintenance complex component 5	2.3
RRM2	Ribonucleotide reductase M2	2.3
E2F2	E2F transcription factor 2	2.2
SPDEF	SAM pointed domain containing ets transcription factor	2.2
MYB	v-myb myeloblastosis viral oncogene homolog	2.2
CABLES1	Cdk5 and Abl enzyme substrate 1	2.1
UHRF1	Ubiquitin-like with PHD and ring finger domains 1	2.0
MYC	v-myc myelocytomatosis viral oncogene homolog	2.0
JUN	Jun proto-oncogene	2.0
SOX9	SRY (sex determining region Y)-box 9	1.9

PIP was silenced in T47D/shPIP^dox^ cells by dox treatment, and mRNA was globally profiled after 24 hours using BeadChip HumanHT-12 v4 Expression kit from Illumina®. 

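All 10 genes of Table 2 fell after 24 h of dox at an adjusted p under 0.05 (10 when adjusted over the list alone), with a median log2 difference of -1.34. The study chose these genes on the same samples, so that the direction is not independent evidence. SOX9, a transcription factor of progenitor cells, went from 8.31 ± 0.15 (log2 mean and SD, n = 3) to 6.69 ± 0.21 (n = 3), a 3.07-fold fall (limma, adjusted p = 2.11e-05). RRM2, the small subunit of ribonucleotide reductase, went from 9.71 ± 0.05 (n = 3) to 8.26 ± 0.20 (n = 3), a 2.73-fold fall (adjusted p = 3.67e-05). CABLES1, which links cyclin-dependent kinases to tyrosine kinases, was 2.51-fold lower (adjusted p = 3.19e-06). SPDEF, an ETS transcription factor of luminal cells, was 2.38-fold lower (adjusted p = 7.03e-06), and UHRF1, which carries DNA methylation through replication, was 2.18-fold lower (adjusted p = 0.000128). At 48 h, 7 of the 10 genes were higher on the arrays labelled dox, none was lower and 3 did not pass the test (7 higher when adjusted over the list alone). The 3 were E2F2, RRM2, with a log2 difference of 0.15 (adjusted p = 0.477), and UHRF1, with 0.06 (adjusted p = 0.783).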

Listed are the ten gens encoding nuclear proteins (as per Ingenuity Pathways Analysis package from IPA™), which were most repressed in the dox- versus vehicle-treated cells. The most repressed genes encoding extracellular, membrane, and cytoplasmic proteins are listed in Table S3.

### PIP is required for the activation of major receptor tyrosine kinases (RTKs) and their downstream kinase effectors AKT and ERK1/2

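TGFB3, CXCL12 and JAK1 were lower after 24 h of dox. CXCL12, the chemokine ligand of CXCR4, went from 10.00 ± 0.20 (log2 mean and SD, n = 3) to 8.80 ± 0.03 (n = 3), a difference of -1.20 (standard error 0.11, limma, adjusted p = 1.84e-05), and its other 2 probes gave -1.79 and -1.19. TGFB3, a secreted ligand of the TGF-beta receptors, went from 10.98 ± 0.20 (n = 3) to 9.84 ± 0.25 (n = 3), a difference of -1.14 (standard error 0.14, adjusted p = 0.000107). JAK1, the Janus kinase of cytokine receptors, went from 10.06 ± 0.21 (n = 3) to 9.26 ± 0.12 (n = 3), a difference of -0.80 (standard error 0.14, adjusted p = 0.00117). JAK1 did not pass the test on the arrays of chip 2 alone. On the arrays labelled dox at 48 h, TGFB3 was higher by 1.30 (adjusted p = 2.03e-05) and CXCL12 by 0.56 (adjusted p = 0.00228), while the difference of JAK1 was 0.27 (adjusted p = 0.142).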

The PIP-regulated, highly connected gene network (Figure 2D) included mRNAs that encode not only transcription factors such as cMYC and cJUN, but also secreted ligands such as TGF-beta-3 and CXCL12, as well as secondary messengers such as Janus kinase 1 (JAK1) and Rho family GTPase 3 (RND3). Plausibly, PIP affected expression of genes encoding ligands, kinases and their regulatory proteins, ultimately switching on major signaling cascades that control cell proliferation. Because receptor tyrosine kinases (RTKs) are excellent candidates for such major switches, we screened T47D cells for RTKs that are inhibited upon PIP silencing. To this end, we employed the RayBio® human RTK phosphorylation antibody array-1 to analyze RTK activation in T47D cells expressing either a non-specific shRNA and one that specifically knocked down PIP (shPIP/121; Figure 3A). Differential hybridization to the RayBio® array allows simultaneous semi-quantitative analysis of phosphorylated tyrosine residues in 71 different receptor tyrosine kinases (RTKs). The results demonstrated that PIP knockdown was associated with dramatic decreases in the phosphorylation of focal adhesion-kinase (FAK), ephrin-B3 (EphB3), FYN, and hemopoietic cell kinase (HCK) (Figure 3B, C). We independently confirmed the results from the antibody-array by western blot analysis of cell extracts prepared from dox- and vehicle-treated T47D/shPIP^dox^ cells using specific antibodies that detect FAK phosphorylation at the Tyr^397^ residue. As shown in Figure 3D, PIP silencing significantly reduced FAK phosphorylation at the Tyr^397^ position. As control, western analysis with a pan FAK antibody showed no significant effect of PIP silencing on the total FAK protein level (Figure 3D). As additional control, PIP knockdown affected neither phospho- nor total HGFR levels (Figure 3D). Furthermore, western analyses of the same extracts showed that PIP silencing resulted in decreased cMYC levels, without a compensatory increase in cMYC phosphorylation at the Thr^58^ and Ser^62^ residues (Figure 3D). Thus, PIP is required for the activation of multiple RTKs as well as the downstream expression and activation of cMYC.

**Figure 3:**
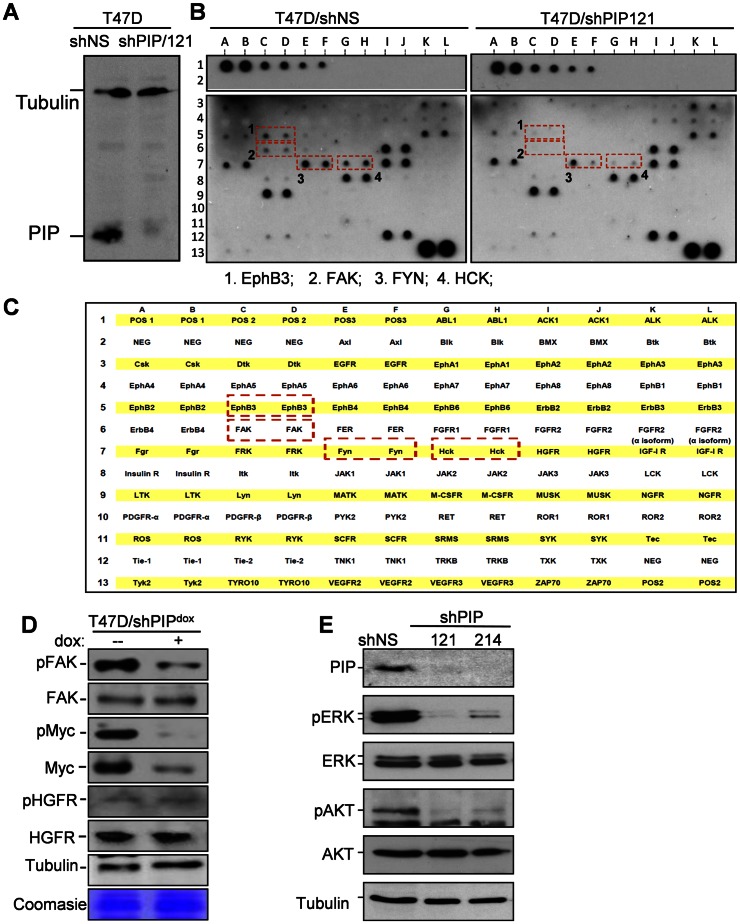
PIP silencing reduces phosphorylation of FAK, EphB3, FYN and HCK, and the downstream AKT and ERK1/2. **A,** Immunoblot analysis of PIP in T47D cells expressing shRNA against PIP (shPIP/121) or a non-genomic target (shNS). **B–C,** Receptor tyrosine kinase (RTK) phosphorylation screen (B), and a map of the 71 RTKs and controls spotted on the antibody array (C). Cell extracts from T47D/shPIP/121 and T47D/shNS cells were hybridized to the membranes and RTKs showing reduced phosphorylation in PIP-silenced cells are indicated by red boxes. **D,** Western blot analysis of T47D/shPIP^dox^ cells grown in serum-supplemented medium with dox or vehicle control. Antibodies were against [pTyr^397^]-FAK and pan FAK, [pThr^58^/pSer^62^]-Myc and pan Myc, as well as [Tyr^1003^]-HGFR and pan HGFR. Immunoblot of tubulin and a random coomasie blue-stained band are shown as loading controls. **E,** Western blot analysis of total and phosphorylated forms of AKT and ERK1/2 in cell lysates prepared from T47D cells expressing shRNA specific for either PIP (shPIP/121, shPIP/214) or a non-genomic target (shNS).

Activation of RTKs could account for the reliance of T47D cells on PIP for proliferation [27]. Because these RTKs signal through phosphorylation of downstream kinases such as AKT and ERK1/2, we studied the influence of PIP on these kinases by western analysis with specific phospho-antibodies. Constitutive knockdown of PIP resulted in strong inhibition of AKT and ERK1/2 phosphorylation without affecting their total protein levels (Figure 3E). These results suggest that PIP is required for the activation of signaling events through RTKs (FAK, EphB3, HCK, FYN), and downstream serine-threonine kinases (AKT, ERK1/2).

### PIP plays a role in cell adhesion, cytoskeleton dynamics and protein secretion

Defects in the phosphorylation of FAK, FYN and the downstream AKT and ERK1/2 are likely related to the inhibition of cell cycle progression observed after PIP knockdown in T47D cells [27]. We next investigated whether these defects were also associated with changes in cytoskeleton dynamics. T47D/shPIP^dox^ cells were treated with dox for two days to silence PIP, and stress fiber assembly was then induced by one-hour serum starvation and visualized by phalloidin staining and confocal microscopy. As shown in Figure 4A, a network of stress fibers was assembled in the control cells, but much less in the dox-treated, PIP-depleted cells. Because the actin cytoskeleton plays pivotal roles in cancer-related cellular processes such as adhesion and vesicular transport, we tested the effects of PIP silencing on these processes. *In vitro* adhesion assays indicated that PIP knockdown inhibited adhesion of T47D cells to a fibronectin matrix by 36–39% as compared to control cells (Figure 4B). We then compared the culture supernatants from control *versus* PIP-depleted T47D cell cultures. T47D/shPIP^dox^ cells were grown in culture medium containing vehicle or dox for two days to achieve effective PIP knockdown, and the cells were then washed and further incubated for 24 hours in serum-free medium. SDS-PAGE and coomasie blue staining of proteins precipitated from the conditioned media clearly indicated absence of many proteins from the medium conditioned by the dox-treated as compared to the vehicle-treated T47D/shPIP^dox^ cells (Figure 4C). Thus, the loss of stress fiber formation in PIP-depleted T47D BCa cells appears to inhibit both cellular attachment and protein secretion.

**Figure 4:**
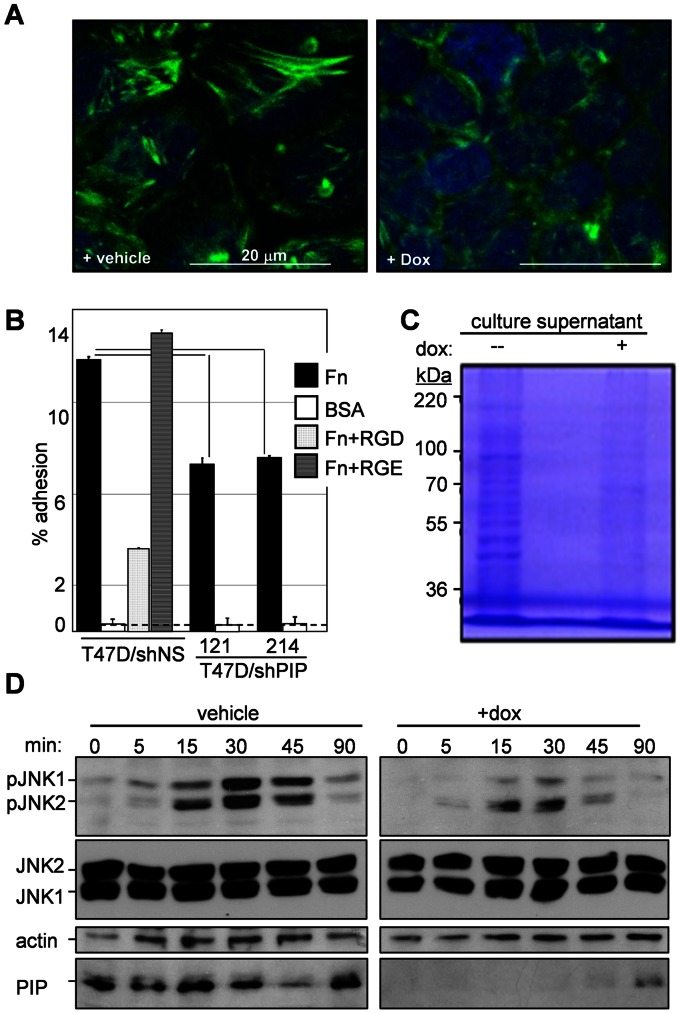
PIP is required for stress fiber assembly, cell adhesion, secretion, and JNK1 signaling in T47D BCa cells. **A,** Confocal images showing loss of phalloidin stained actin stress fibers in dox-treated *versus* vehicle-treated T47D/shPIP^dox^ cells. **B,** Adhesion assay showing inhibition of T47D cell adhesion to fibronectin after expression of PIP-specific (shPIP/121, shPIP/214) versus a non-specific (shNS) shRNA. Peptide competitors were used to assess specific (RGD) *versus* non-specific (RGE) binding to fibronectin. The dotted line indicates background binding to bovine serum albumin (BSA). **C,** Coomassie-stained SDS-polyacrylamide gel showing reduced levels of secreted proteins in the supernatant of dox- *versus* vehicle-treated T47D/shPIP^dox^ cell cultures. **D**, Western blot analysis of JNK1/2 phosphorylation in dox- *versus* vehicle-treated serum-starved T47D/shPIP^dox^ cells at the indicated time points after serum stimulation. Pan anti-JNK1/2 and tubulin antibodies were used as controls, and anti PIP antibodies were used to demonstrate effective dox-mediated PIP knockdown.

Because FAK-mediated stress fiber formation is controlled at least in part by JNK1 [28], and because JNK1 regulates expression of cMYC [23], [29], a major node in the PIP-activated genes network (Figure 2D), we studied the effect of PIP silencing on JNK1. T47D/shPIP^dox^ cells were maintained in serum-free medium for 24 hours in the presence or absence of dox, and JNK1 activation was assessed in cell extracts prepared 0, 5, 15, 30, 45, and 90 minutes after serum repletion. Western analysis with anti phospho-JNK1 antibodies showed that PIP knock-down diminished the phosphorylation of JNK1, but not the levels of total JNK1 or actin serving as controls (Figure 4D). Altogether, our data suggests that intracellular PIP regulates cytoskeleton dynamics, adhesion, secretion and proliferation of cancer cells via the phosphorylation of specific RTKs and downstream signaling pathways involving AKT, ERK1/2, JNK1 and cMYC.

### PIP is required for the proliferation of estrogen-dependent and tamoxifen-resistant T47D cells

As estrogens are major culprits in BCa initiation and progression, and because luminal A-type tumors, which frequently express PIP, are usually ER-positive (Figure 1A), we investigated the requirement for PIP in estrogen-driven BCa cell proliferation. Equal numbers of T47D/shPIP^dox^ cells were plated and grown in medium containing 10% CSS as well as dox and/or E2. MTT-based assays were performed every 48 hours to assess cell proliferation. As shown in Figure 5A, cells proliferation was slower in CSS relative to complete serum (compare to Figure 1C–D). As expected, E2 treatment resulted in a strong mitogenic effect, and importantly this effect was almost completely antagonized by PIP knockdown. PIP also inhibited the low proliferative activity observed in the absence of steroid hormones (Figure 5A). To test whether PIP was required for estrogen signaling in T47D cells, we investigated the effect of PIP knockdown on E2-stimulated transcription of the estrogen receptor (ER)- alpha target genes pS2, GREB1 and CXCL12 [30], [31], [32]. T47D/shPIP^dox^ cells were grown in culture medium supplemented with CSS and either dox or vehicle for 48 hours. E2 or vehicle was then added for 24 hours, and the transcript levels of the ER-alpha target genes were analyzed by RT-qPCR. As shown in Figure 5B PIP knockdown did not compromise E2-mediated stimulation of any of the ER target genes tested. Thus, T47D BCa cells require PIP for proliferation in order to facilitate activity of a mitogenic pathway(s) that does not necessarily depend on estrogen-driven transcription.

**Figure 5:**
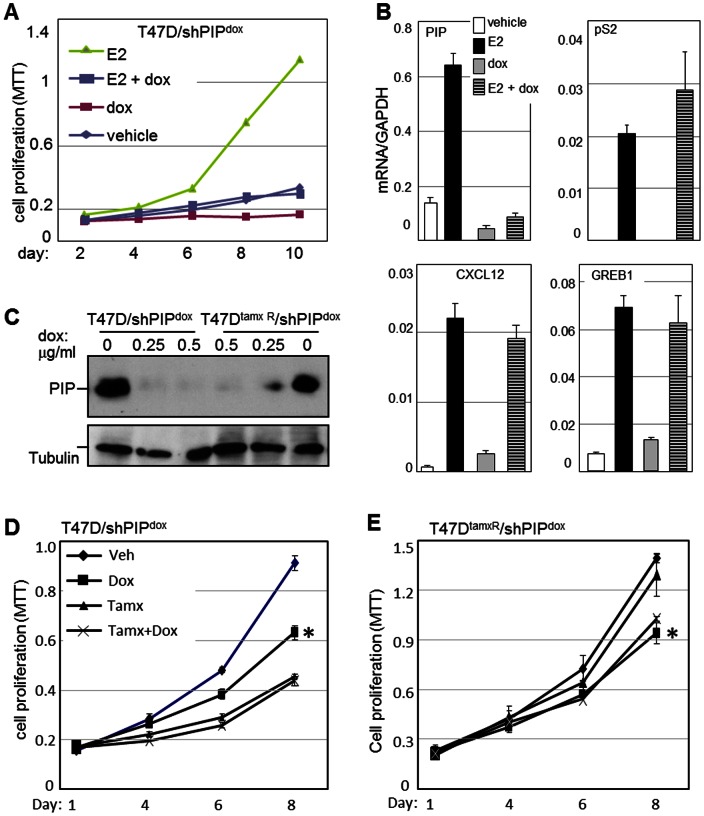
PIP is required for the proliferation of hormone-sensitive and –resistant breast cancer cells. **A,** The effect of PIP knockdown on E2-stimulated BCa cell proliferation was assessed in T47D/shPIP^dox^ cell cultures maintained in CSS-supplemented medium. Cells were treated with either E2 or vehicle in the presence or absence of dox, and MTT assays were performed every 48 hours for 10 days. **B,** RT-qPCR analysis of PIP and the estrogen-responsive genes pS2, CXCL12 and GREB1 in T47D/shPIP^dox^ cell cultures treated with E2 in the presence or absence of dox to silence PIP expression. Values are normalized per GAPDH expression, which itself did not significantly change by treatment with dox or E2. **C,** Immunoblot analysis showing the dox-induced PIP knockdown in the parental T47D and the tamoxifen-resistant T47D^tamxR^ cells, each engineered with a dox-inducible lentiviral vector encoding a small hairpin RNA that targets PIP (shPIP^dox^). **D–E,** MTT-based proliferation assays conducted after 4, 6, and 8 days of treatment with tamoxifen and/or dox, showing that PIP silencing inhibited proliferation of both the tamoxifen-sensitive T47D and the tamoxifen-resistant T47D^tamxR^ cells. (Mean±SD; n = 3). *significantly different from vehicle-treated cells at the day-6 and day-8 experimental time points (*p*<0.0004).

Because PIP is required for the proliferation of both ER-positive and ER-negative BCa cells (Figure 1C, Figure S3 in File S1; [3]), and its knockdown did not influence estrogen-driven transcription (Figure 5B), we hypothesized that PIP silencing would be required for the proliferation of hormonal therapy-resistant BCa cells. To test this hypothesis, we employed T47D^tamR^ cells, a T47D-derived cell line rendered resistant to tamoxifen by continuous growth in estrogen-deprived culture medium [12]. A T47D^tamR^/shPIP^dox^ subline was engineered, which, like the T47D/shPIP^dox^ line, responds to dox treatment with expression of an shRNA that silences PIP expression. Western blot analysis indicated that T47D^tamR^ cells express PIP at comparable levels to those present in the parental T47D cells and that dox treatment reduced PIP expression in both of the engineered cell lines to barely detectable levels (Figure 5C). MTT-based assays were then conducted over time to compare the effects of PIP knockdown on T47D^tamR^/shPIP^dox^ and T47D/shPIP^dox^ cell proliferation. As control, tamoxifen treatment alone strongly inhibited the proliferation of T47D/shPIP^dox^ but not T47D^tamR^/shPIP^dox^ cells (Figure 5D, E). On the other hand, dox-induced PIP knockdown significantly inhibited the proliferation of both the T47D/shPIP^dox^ and the T47D^tamR^/shPIP^dox^ cells and the extents of inhibition were comparable at each of the experimental time points. Because PIP is required for the proliferation of both hormonal therapy-sensitive and -resistant BCa cells, its pharmacological inhibition may prove beneficial for patients at multiple disease stages.

## Discussion

Breast cancer (BCa) is a heterogeneous disease with multiple subtypes of tumors, some ER-alpha-positive (mostly luminal A, luminal B and normal-like), and others ER-alpha-negative (mostly HER2-enriched and basal-like). The estrogen and HER2 receptor-mediated pathways that primarily define these subtypes have been successfully targeted for treatment. However, frequent disease recurrence advocates the pursuit of new targets and therapeutic modalities to be used either alone or together with those currently available in order to achieve long-term survival and cure. The present study suggests that PIP, a small polypeptide expressed by the majority BCa tumors, may serve as a target for the development of novel therapeutic approaches for BCa. Knockdown of PIP in ER-positive T47D cells dramatically reduced proliferation independent of estrogen-driven transcription. Of note, over-expression of PIP in either PIP-positive T47D or PIP-negative MDA-MB-231 cultures had no effect on cell proliferation (Figure S3B in File S1 and data not shown). Unexpectedly, PIP supported cell proliferation via an intracellular mechanism because neither conditioned medium containing PIP nor co-culture with PIP-secreting cells rescued the proliferation defect caused by PIP silencing. These observations indicate a novel obligatory role for intracellular PIP in BCa cell proliferation. A screen of 71 receptor tyrosine kinases revealed that PIP silencing selectively reduced the tyrosine phosphorylation of FAK, FYN, EphB3, and HCK. Subsequent studies demonstrated defects in the activation of the downstream serine/threonine kinases AKT, ERK1/2, and JNK1. Furthermore, mRNA profiling followed by *in silico* analysis demonstrated an intricate PIP-controlled gene network with cMYC and cJUN, targets of JNK1 and ERK1/2, respectively, forming predominant regulatory nodes. Suggesting clinical significance of our *in vitro* data, expression of genes that were down-regulated upon PIP knockdown in T47D cell culture was significantly correlated with the levels of PIP mRNA across BCa tumors.

Even though PIP is most commonly expressed in ER-positive BCa tumors of the Luminal A-subtype, its requirement for cell proliferation is not unique to such cells. In fact, we have observed inhibition of cell proliferation upon PIP silencing in the ER-negative MDA-MB-453 cell line (Figure S3 in File S1), and this finding is consistent with the recent results of Naderi and Meyer in both MDA-MB-453 and HCC-1954 BCa cells [3]. Various mechanisms have been proposed to explain the requirement for PIP in the proliferation of various BCa cell subtypes. PIP was required for androgen signaling in the T47D BCa cell line [8], and its role in promoting MDA-MB-453 cell proliferation was related to activation of the HER2 receptor tyrosine kinase. Notably, HER2 is not over-expressed in the ER-positive T47D cells ([33]; Figure 3B) and our RTK screen suggested that other RTKs (FAK, FYN, EphB3, HCK) mediated the functions of PIP in these cells. We speculate that PIP plays a common fundamental function in various types of cancer cells, which utilize PIP to promote different pathways with crucial roles in the different cell types. Furthermore, promotion of BCa cell proliferation by various hormones and growth factors may require the stimulation of PIP. Indeed, such stimulation has been observed in response to estrogens (Figure 5B; [34], [35]), androgens, prolactin and growth hormone [3], [4], [5], [9]. The identity and flexible nature of a common PIP function operative as an obligatory component of various growth stimulatory networks remains to be explored. Thus, inhibition of PIP may serve as a therapeutic strategy to abrogate the adhesion and growth of BCa cells across multiple tumor subtypes. Furthermore, although PIP expression typifies ER-alpha positive BCa, future therapeutic approaches that target PIP-related mechanisms may be effective for the treatment of both ER-positive and –negative BCa cell lines (Figure S3A in File S1). The insensitivity of some BCa cell lines to PIP, however (Figure S3B in File S1), suggest that such future therapeutic approaches will not be universally efficacious.

Inhibition of PIP may prove effective for the treatment of BCa cells resistant to hormonal therapy, because it's silencing equally inhibited proliferation of the tamoxifen-resistant T47D^tamR^ cells and the naïve tamoxifen-sensitive T47D cells. The clinical significance of this observation is emphasized by reports that PIP expression is strongly enhanced upon tamoxifen treatment [34], [35], and that drug-resistant BCa cells continue to express PIP (Figure 5C). Targeting PIP may therefore prove effective not only in early disease stages, but also in advanced tumors resistant to hormonal therapy.

In summary, our studies assign essential roles to PIP in both hormone-responsive and -unresponsive breast cancer cells, thereby extending the importance of PIP in the management of BCa from a mere clinical marker to a promising therapeutic target. Finally, the design of PIP inhibitors for the treatment of breast and other cancers will have to take into consideration our findings, suggesting a novel intracellular role that PIP plays in cancer cell proliferation independently of the roles that it plays as a secreted protein.

## Supporting Information

File S1 **Supplemental figures.**
(PDF)

Table S1 **Oligonucleotides used in this study.**
(DOC)

Table S2 **Dox regulated at D1 or D2.**
(XLS)

Table S3 **Day 1 1.5 fold repressed 293 genes.**
(XLS)

# Supplementary material for: Prolactin-Induced Protein (PIP) Regulates Proliferation of Luminal A Type Breast Cancer Cells in an Estrogen-Independent Manner
**Source:** PLoS One. 2013 Jun 3;8(6):e62361. doi: 10.1371/journal.pone.0062361
**Supplement:** File S1 — Supplemental figures.

Figure S1

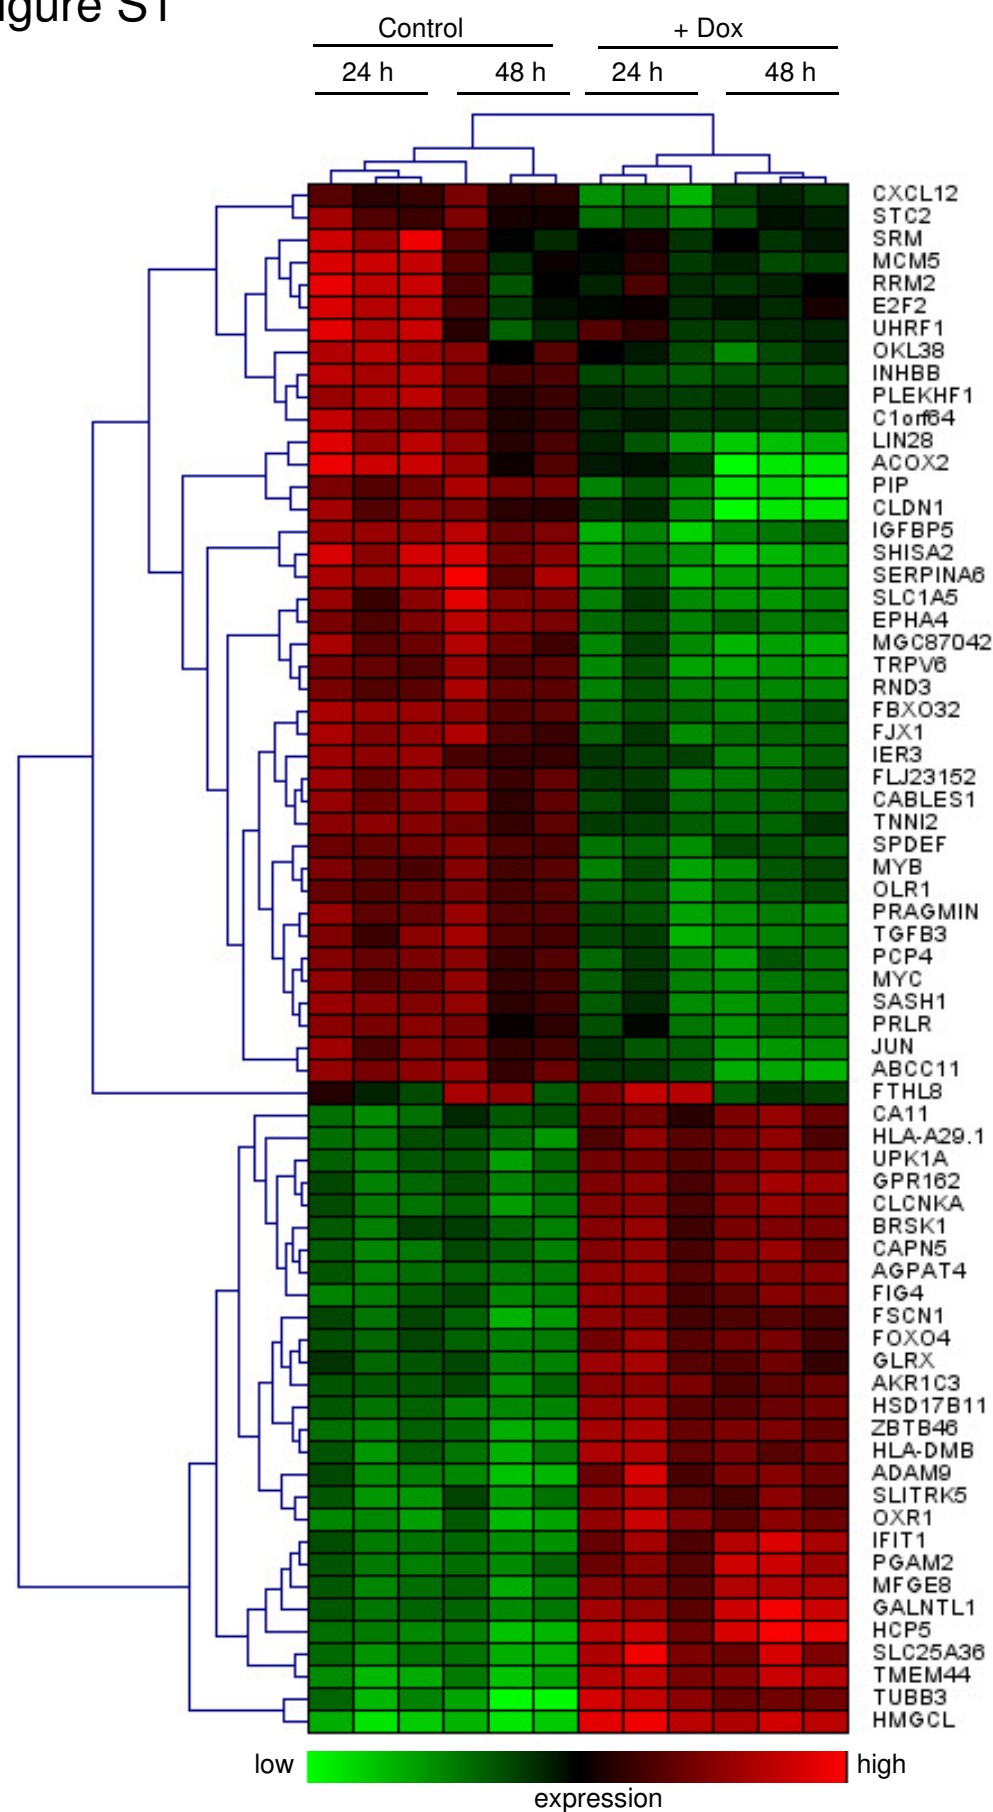

Figure S1 **Unsupervised hierarchical clustering of differentially expressed genes.** Intensity profile of genes that showed ≥ 2 -fold up- or down-regulated expression on either day 1 or day 2 (total: 69 genes) with $p < 0.04$. Genes were subjected to Pearson's centered correlation matrix using the Genesis software tool from the Institute for Genomics and Bioinformatics at Graz University of Technology, Switzerland. Heatmap represents intensity values relative to the median intensity across all 12 samples per probe after background subtraction and normalization.

Figure S2

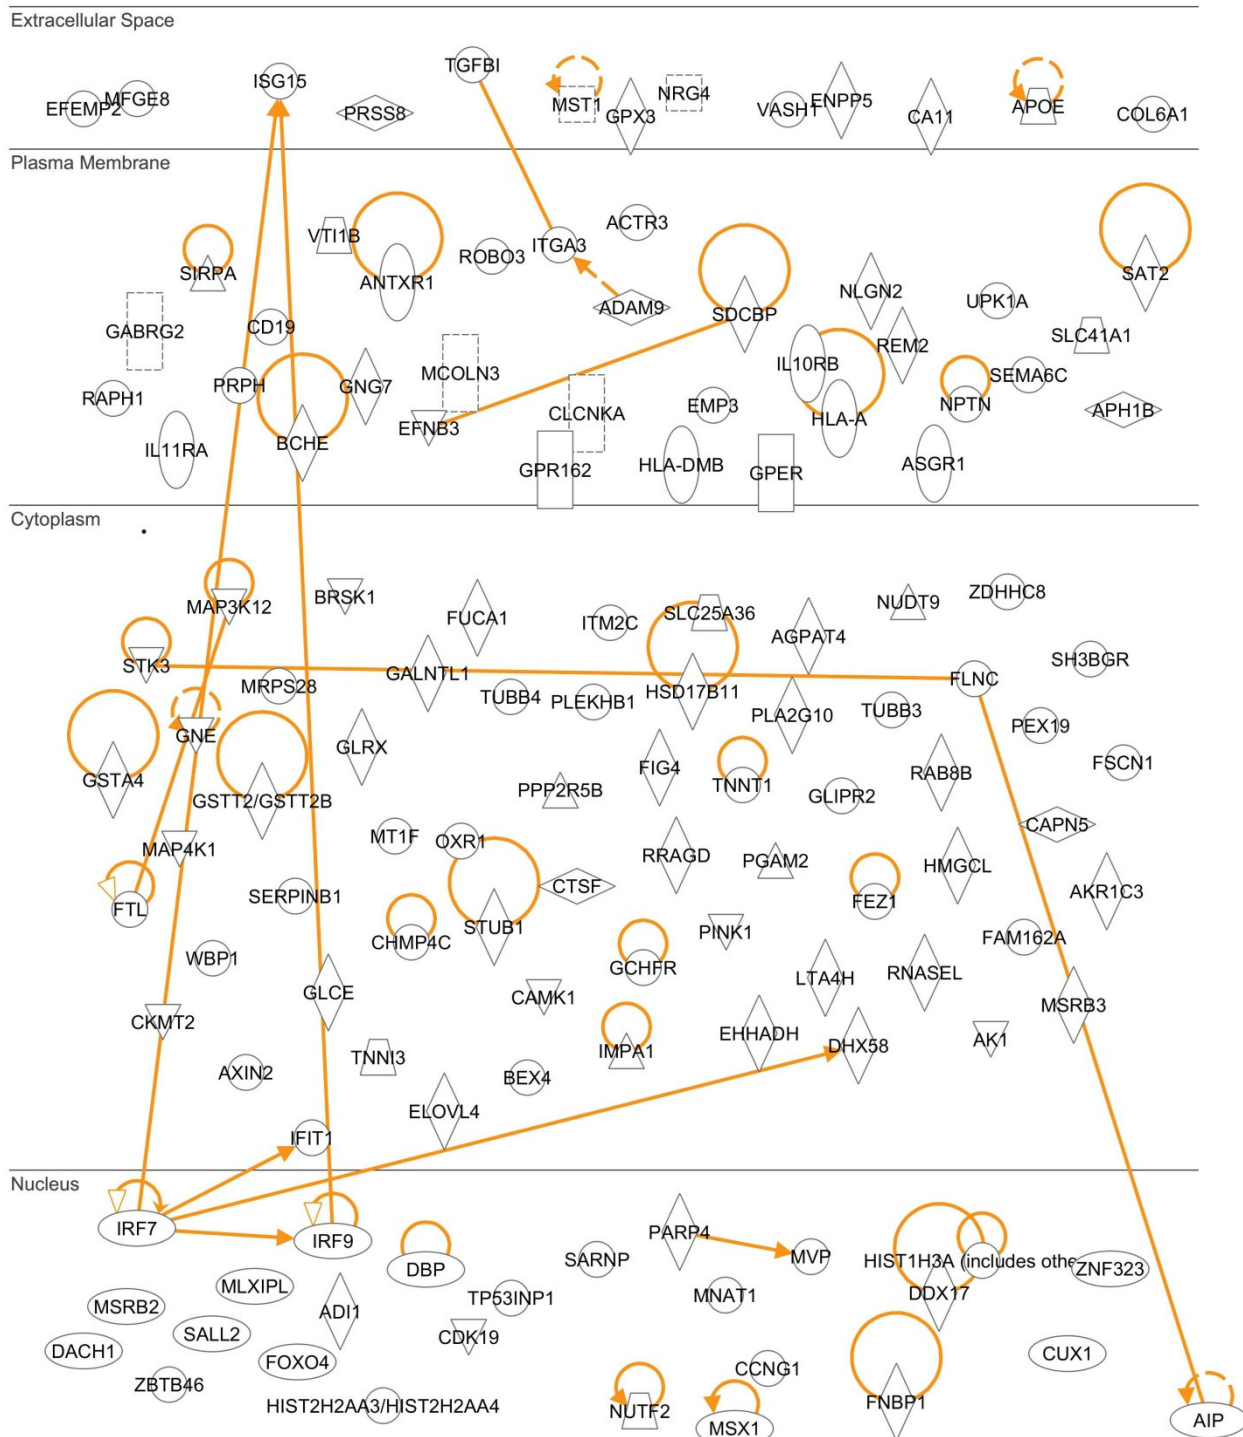

Figure S2 **Pathway analysis of genes up-regulated by PIP knockdown.** 273 genes up-regulated by ≥ 1.5 -fold one day after PIP knockdown were subjected to the pathway analysis tool from Ingenuity Systems (IPA™). Connections are shown among 132 genes for which matched entries were found. Each connection indicates at least one direct relationship found in the literature.

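Genes of the interferon response and of antigen presentation were among those higher after 24 h of dox. Of 34 interferon-stimulated genes, 18 rose and none fell (19 higher and 1 lower when adjusted over the list alone), with a median log2 difference of 0.40 (camera, adjusted p = 7.61e-06, and adjusted p = 0.0229 with an estimated correlation). IFIT1, which binds viral RNA, went from 7.76 ± 0.12 (log2 mean and SD, n = 3) to 9.47 ± 0.16 (n = 3), a difference of 1.70 (limma, adjusted p = 3.61e-06). IRF7, a transcription factor of the interferon response, rose by 1.46 (adjusted p = 1.82e-05). Of 18 genes of antigen presentation, 6 rose and none fell (6 when adjusted over the list alone), with a median of 0.25. This list passed at an adjusted p = 0.00248 from camera but not with an estimated correlation (adjusted p = 0.07). HLA-DMB, which loads peptides on HLA class II, rose by 2.14 (adjusted p = 2.29e-05), and HCP5, a gene of the HLA class I region, by 1.93 (adjusted p = 4.23e-07). None of 6 leukocyte markers passed the test at 24 h.

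Of 10 histone genes whose mRNAs can be polyadenylated, 7 rose and none fell (8 when adjusted over the list alone), with a median of 0.57 (camera, adjusted p = 1.78e-05, and adjusted p = 0.0191 with an estimated correlation). H2AC18 rose by 1.07 (adjusted p = 4.98e-05). In 22 genes of cell cycle inhibition and quiescence, 7 rose and 4 fell (7 and 4 when adjusted over the list alone), and the list as a whole did not pass (camera, adjusted p = 0.268). Among the risers were FOXO4, with a difference of 1.27 (adjusted p = 1.84e-05), MXD4, an antagonist of MYC, with 0.93 (adjusted p = 4.22e-05), and YPEL3, a gene of growth arrest, with 0.93 (adjusted p = 6.01e-05).

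On the arrays labelled dox at 48 h, 25 of the 34 interferon-stimulated genes were lower and none higher (29 lower when adjusted over the list alone), with a median of -0.96 (camera, adjusted p = 1.4e-13, and adjusted p = 0.00503 with an estimated correlation). Of the genes of antigen presentation, 12 of 18 were lower and 1 higher (14 and 1 when adjusted over the list alone), with a median of -0.59 (camera, adjusted p = 0.000109, and adjusted p = 0.0319 with an estimated correlation). Of the 10 histone genes, 9 were lower and none higher (9 when adjusted over the list alone), with a median of -0.81 (camera, adjusted p = 7.83e-06, and adjusted p = 0.0166 with an estimated correlation).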

Figure S3

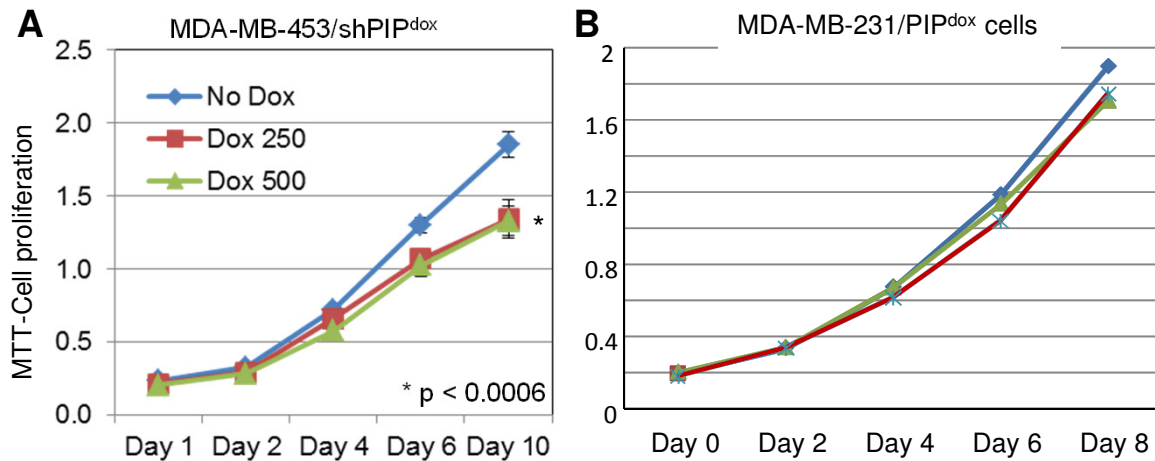

Figure S3 **PIP is required for the proliferation of ER-negative MDA-MB-453 cells.** Expression of PIP was either knocked-down in PIP-positive MDA-MB-453 cells (**A**) or induced in PIP-negative MDA-MB-231 cells (**B**) using lentiviral particles encoding shPIP^{dox} or PIP^{dox}, respectively. Cell proliferation was assessed using MTT assays at the indicated time points. Cells cultures were treated with either 250 ng/ml or 500 ng/ml of Dox, and an equal volume of distilled water was used as vehicle control.

Figure S4

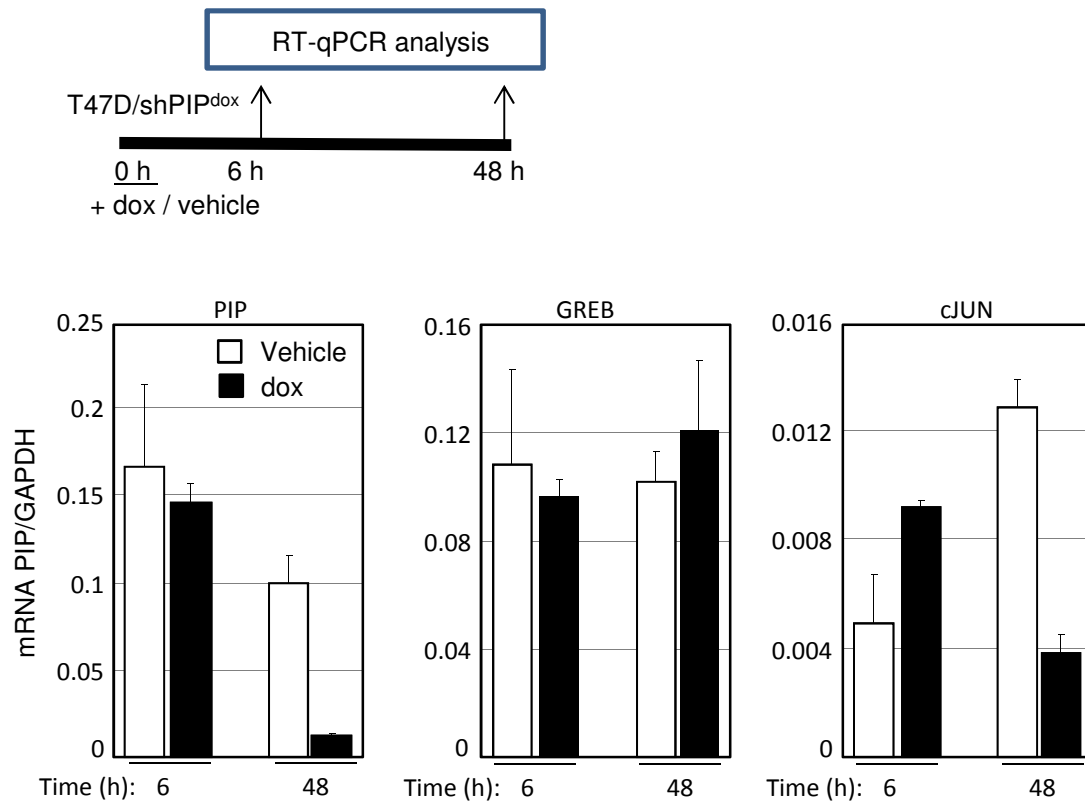

Figure S4 **RT-qPCR analysis of PIP and its target cJUN after PIP knockdown.** RNA was extracted after 6h and 48h treatment of T47D/shPIP^{dox} cells with either dox (250 ng/ml) or vehicle as schematically illustrated in the upper panel. Expression levels of PIP, GREB, and cJUN were measured relative to GAPDH as control (lower panel). The result demonstrate that Dox-induced shPIP expression decreased PIP and increased cJUN mRNA levels at the 48, but not at the 6-hour time point. RTqPCR analysis of GREB is presented as negative control.

# Supplementary material for: Prolactin-Induced Protein (PIP) Regulates Proliferation of Luminal A Type Breast Cancer Cells in an Estrogen-Independent Manner
**Source:** PLoS One. 2013 Jun 3;8(6):e62361. doi: 10.1371/journal.pone.0062361
**Supplement:** Table S1 — Oligonucleotides used in this study.

| **Table S1: Oligonucleotides used in this study** | | |
| --- | --- | --- |
| RT-qPCR primers | Forward | Reverse |
| PIP | GTACGTCCAAATGACGAAGTCAC | CAGCAGCATCATCAGGGCAGATG |
| GAPDH | gtcatgggtgtgaaccatgaga | ggtcatgagtccttccacgatac |
| pS2 | GAACAAGGTGATCTGCG | TGGTATTAGGATAGAAGCACCA |
| CXCL12 | TCAGCCTGAGCTACAGATGC | CTTTAGCTTCGGGTCAATGC |
| GREB1 | CAAAGAATAACCTGTTGGCCCTGC | GACATGCCTGCGCTCTCATACTTA |
| **shPIPdox Cloning Oligonucleotides** | | |
| 21 mer Target sequence in ORF of PIP: CCTGCCTATGTGACGACAATC | | |
| Fwd Oligo | AGCGA**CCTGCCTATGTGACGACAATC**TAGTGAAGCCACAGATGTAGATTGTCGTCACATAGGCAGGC | |
| Rev. Oligo | ggcaG**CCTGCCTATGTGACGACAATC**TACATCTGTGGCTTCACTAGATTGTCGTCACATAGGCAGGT | |
| 21 mer Target sequence in the 3’UTR of PIP: GATTTCCTCTAAAGAAACTTG | | |
| Fwd Oligo | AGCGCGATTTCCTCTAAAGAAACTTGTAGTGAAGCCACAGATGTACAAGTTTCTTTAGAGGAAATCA | |
| Rev. Oligo | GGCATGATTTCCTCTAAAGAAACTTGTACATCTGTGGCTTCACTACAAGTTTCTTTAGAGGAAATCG | |
| Constitutive ShPIP/121 obtained from SIGMA (TRCN0000137374): GACATTCCCAAGTCAGTACG | | |
| Constitutive ShPIP/214 obtained from SIGMA (TRCN0000136808) CTCATTAGCAGCATCCC | | |
|  | | |

How the deposited data were processed for this re-analysis (not part of the article)

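Total RNA of T47D/shPIP dox cells, treated with 250 ng/ml dox or with vehicle for 24 h or 48 h, was measured on 12 HumanHT-12 v4 BeadChip arrays, 3 in each of the 4 groups. The groups are those of the deposited sample labels. The labels were kept at 48 h as well, although PIP was higher on the arrays labelled dox than on those labelled vehicle, and every 48 h direction is that of the labels. Dox replicates 1 and 2 of both times were on chip 1, and all vehicle arrays with dox replicate 3 of both times were on chip 2.

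The deposited table of signals holds intensity, the mean bead signal of 47231 probes on each array, which the authors had summarised with GenomeStudio and had neither background-subtracted nor normalized. Beside each signal the authors deposited a detection p-value against the negative control beads of the array. A further deposited table holds intensity for 47228 of these probes, background-subtracted and quantile-normalized by the authors on a linear scale. In it 13575 to 13713 values per array are below 0. In it the 4 arrays of chip 1 share a median of 15.9 and a maximum of 37832, and the 8 arrays of chip 2 a median of 15.7 and a maximum of 35838, so that the chips appear to have been normalized apart. The methods name GenomeStudio and Partek without versions. The ranks of this table within an array followed those of the table of signals (Spearman correlation 0.999999 for every array). The table of signals was used for the values given here, and the table processed by the authors as an alternative. In that alternative, values under 1 were set to 1 before log2 was taken.

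The signals were background-corrected with the detection p-value and quantile-normalized on the log2 scale with neqc of limma 3.58.1 in R 4.3.3, after adding an offset of 16. Of the 30120 probes with a gene in the annotation, 30112 have 1 symbol, and the 8 with several were left out, as were 17111 probes with no gene named. Probes were kept where the detection p was under 0.05 on at least 3 arrays, which left 16932 probes with 1 gene. Each gene was represented by the probe with the highest mean, which gave 12561 genes, 3365 of them with more than 1 such probe. A second passing probe of a gene went the other way for 1 of 254 at 24 h and 11 of 479 at 48 h. For a gene at background on all arrays of a group, a fold is given only as a lower bound, computed against the lowest signal detected on each of those arrays, or the gene's own signal where that was higher.

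A linear model of the 4 groups was fitted to the 12 arrays with limma, with moderated variances, and p-values were adjusted by Benjamini and Hochberg over all genes tested. The comparisons were dox against vehicle at 24 h and at 48 h, the difference between these 2 effects, their mean, and the arrays labelled vehicle at 48 h against those at 24 h. Genes were counted at an adjusted p under 0.05 and a change of at least 1.5-fold, except for the difference between the times, which was counted without a minimum for the fold. Median differences of all genes were 0.0009 at 24 h and -0.04 at 48 h. Gene lists were tested with camera of limma, with a preset correlation of 0.01 and also with the correlation estimated from the data, and adjusted over 22 lists. Members of a list were counted at an adjusted p under 0.05 with no minimum for the fold. The arrays were clustered by centered Pearson correlation.

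The lists were DNA replication, mitosis, cell cycle inhibitors and quiescence, ribosome biogenesis, amino acid response and ATF4 targets, interferon-stimulated genes, antigen presentation, estrogen-induced genes, androgen-induced genes, immediate-early and ERK-induced genes, actin cytoskeleton and focal adhesion, kinases of the antibody array and western blots, endoplasmic reticulum chaperones and unfolded protein response, cholesterol synthesis, hypoxia and glycolysis, lysosome, oxidative phosphorylation, polyadenylated histone genes, luminal markers, basal and mesenchymal markers, leukocyte markers and reference genes. A further list, the genes of Table 2 of the paper, was counted but not tested. The lists and the rule for naming genes were written after Tables 2, S2 and S3 of the paper had been read. The rule gives PIP, the genes the paper names in connection with these cells, the 10 largest falls and rises at each time among genes past the threshold whose dox and vehicle arrays do not overlap, up to 4 members of each list with the largest changes among those past the test or, where none passed, the 2 with the highest mean, and the 5 largest falls and rises over time and between the times. The text names genes that the rule gives, but not all of them.

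Mean signal was 586 to 768 per array, with 42.7% to 45.6% of probes detected. By group it was 647 to 721 with vehicle at 24 h, 637 to 768 with dox at 24 h, 590 to 639 on the arrays labelled vehicle at 48 h and 586 to 718 on those labelled dox. The calculation was tested on simulated data with 200 known changes on 3 arrays against 3, counted at an adjusted p under 0.05 with no minimum for the fold. It recovered 44% of genes changed 1.5-fold, 88% of those changed 2-fold and 100% of those changed 3-fold or 4-fold. Of 179 genes it called there, 13 had no simulated change, and where nothing had been changed it called 0.

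The alternatives tried were the table processed by the authors, no background correction, no detection filter and a stricter one, and the mean of the detected probes. For the model they were chip as a fixed or a random block, the arrays of chip 2 alone, an ordinary linear model, and an intensity trend with robust variance. Also tried were the thresholds of the paper (p under 0.04, taken here as unadjusted) and no minimum for the fold or one of 2-fold. The last were only the arrays of one time, and leaving out each array in turn. The random block used statmod 1.5.0. Clustering was repeated with complete linkage, with the 1000 most variable genes and with all genes tested. Chosen after the values were seen were the exchange of the 48 h labels, leaving out the 48 h arrays, and the chip and left-out arrays for the mean effect over both times. Splits of the arrays into other groups were counted, 10 for 3 arrays against 3 and 100 drawn with a fixed seed for results over both times. No array was left out of the values given in the text. A paired analysis was not possible, since the labels do not say which dox and vehicle cultures belong together, and dox-treated cells without the shRNA are not among the arrays.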

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

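The exchange of the 48 h labels and the tests of each explanation below were chosen after the results were seen, while the counts over other splits of the arrays were not.

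The effect of dox differed between 24 h and 48 h, as the arrays are labelled, for 4975 of 12561 genes by limma's test of the difference, with 2236 higher and 2739 lower at 48 h than at 24 h. For PIP the difference was 3.21 on the log2 scale (adjusted p = 8.45e-09), from -1.27 at 24 h to 1.94 at 48 h, and all 3 dox arrays were below the vehicle arrays at 24 h and above them at 48 h. It passed for 134 of the 154 other named genes, some of which were named for the size of this difference. Of the 22 gene lists, 12 differed between the times by camera, and 10 with an estimated correlation. Among 100 splits of the arrays, the real one included, 1 gave as many genes as the real split, the real one itself, and the highest of the others gave 2233. The splits redrew the dox labels within each time, so that their share speaks only against no effect of dox at either time. A split that keeps the groups of 1 time can also give many genes. The share therefore adds nothing to limma's test of a difference between the times for the 4975 genes. The count was 4473 without vehicle 48 h replicate 1, the lowest over the arrays left out, and 2864 on the arrays of chip 2 alone, where each dox group has 1 array.

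The pattern to explain is that PIP and 1004 of the 1498 genes changed at 24 h differ in the opposite labelled direction at 48 h. A single wrong label is argued against by PIP, for which all 3 arrays labelled dox at 48 h lay above all 3 labelled vehicle. The signals were 16243 to 20438 and 3882 to 4536. The log2 difference was at least 1.88 whichever of the 6 arrays was left out, although 1 wrong label would hardly turn the sign of that difference. A difference between the chips is argued against by the layout, which was the same at both times. A constant chip difference would shift dox against vehicle the same way at 24 h and 48 h. With chip as a block, 88.9% of the 1004 genes also kept their 48 h sign and an adjusted p under 0.05. A candidate explanation is that the dox and vehicle labels of the 48 h arrays are exchanged in the deposited table, since 0.473% of the 846 genes that Table S2 lists for 48 h and that were tested here have the paper's sign on the labelled arrays, against 449 of 450 genes at 24 h. A response that reverses between 24 h and 48 h would also give the 4975 genes. Table S2 comes from these same arrays, however, and a reversal alone would leave it with the labelled signs. The 0.473% therefore argues against a reversal as the source of this disagreement, for the genes Table S2 lists. The arrays hold no record of whether the groups were exchanged in the deposit or in the paper's table. By Pearson's r across genes, arrays labelled vehicle at 48 h were closer to dox 24 h (0.982 to 0.990) than to vehicle 24 h (0.968 to 0.974). Those labelled dox at 48 h had 0.979 to 0.988 with vehicle 24 h and 0.974 to 0.979 with dox 24 h. The paper's RT-qPCR has PIP lower at both times. These correlations and the RT-qPCR of PIP argue against an exchange in the paper's table alone. The legend of Figure S4 has less PIP and more JUN mRNA after 48 h of dox, which matches neither labelling. Both are higher on the labelled arrays (1.94 and 1.79), and Table S2 has both lower. With the labels exchanged, the dox effect still differed between the times for 1026 genes and 6 lists, of which 2 also passed with an estimated correlation, the amino acid response (median -0.62, adjusted p = 3.6e-20, and 0.0036 with an estimated correlation) and interferon-stimulated genes (median 0.48, adjusted p = 2.6e-09, and 0.0174 with an estimated correlation).

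The paper reports no comparison of the arrays of vehicle-treated cells between the 2 times. On the arrays labelled vehicle, 2230 genes changed between 24 h and 48 h, 948 lower and 1282 higher at 48 h. Of the 22 lists, 14 changed by camera, 9 of them lower and 5 higher, and 11 passed with an estimated correlation. Of 32 mitotic genes 30 were lower and none higher (30 when adjusted over the list alone), with a median log2 difference of -0.74 (adjusted p = 7.01e-16, and 0.00617 with an estimated correlation). In 34 interferon-stimulated genes, 28 were higher and none lower (29 when adjusted over the list alone), with a median of 0.85 (adjusted p = 2.08e-14, and 0.00617 with an estimated correlation). The 10 splits of these 6 arrays are too few for a share under 0.05, with 2230 genes for the real split and 0 by limma for the highest other, and 14 lists against 11. With the 48 h labels exchanged, 719 genes and 7 lists changed, 3 of the lists also with an estimated correlation, and neither mitosis (median -0.11, adjusted p = 0.0588, and 0.525 with an estimated correlation) nor the interferon-stimulated genes (median 0.03, adjusted p = 0.627, and 0.773 with an estimated correlation) passed.

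DNA replication genes fell with dox at 24 h (median -0.60) and differed little between the labelled groups at 48 h (median 0.16). Signal near background in the 48 h arrays is argued against by the 93.3% of the list that was detected on all 6 of them. The list may instead have been lower in both 48 h groups than with vehicle at 24 h, since its median difference from that group was -0.50 in the higher of them, where 27 of 45 genes were lower (adjusted p = 2.55e-17, and 0.00905 with an estimated correlation), and -0.75 in the other, with 39 lower (adjusted p = 1.57e-17, and 0.00617 with an estimated correlation). The test of the difference between the times passed as labelled (median 0.67, adjusted p = 3.19e-11, and 0.0125 with an estimated correlation) and with the 48 h labels exchanged (median 0.45, adjusted p = 1.42e-06), but in the second case not with an estimated correlation (0.108). Which condition of the culture lowers these genes by 48 h was not tested.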

How the results depend on the processing

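The exchange of the 48 h labels, leaving out the 48 h arrays, and all alternatives for the mean effect over both times were chosen after the results were seen.

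The counts at 24 h and 48 h, at either time and over time with vehicle, and the difference between the times, stayed within 1.5 times the reported count with the authors' processed values, no or a stricter detection filter, the mean of detected probes, chip as a block, an ordinary linear model, a trend with robust variance, the paper's thresholds where these apply, and with each array left out. The ranges without 1 array were 643 to 767 lower and 720 to 825 higher at 24 h, 1253 to 1450 lower and 879 to 1110 higher at 48 h, 2843 to 3272 at either time, 4473 to 4811 for the difference between the times and 2142 to 2336 with vehicle. PIP was -1.32 to -1.23 at 24 h and 1.88 to 1.98 at 48 h, and 11 lists passed at each time.

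With no background correction, 271 genes were lower and 220 higher at 24 h, 535 and 487 at 48 h, 1230 changed at either time and 943 with vehicle; the cause was not tested. Without a minimum for the fold the same counts were 1582 and 1596, 2631 and 1894, 5802 and 4281, and with a minimum of 2-fold they were 119 and 160, 372 and 286, 744 and 628, as the thresholds imply. On chip 2 alone, with 1 dox array per time that is assumed to vary like the other groups, 404 genes were lower at 24 h, 2003 changed at either time and 2864 differed between the times, from fewer arrays. Without the 48 h arrays, 1470 genes changed. With the 48 h labels exchanged, PIP at 48 h reversed by construction to -1.94, the difference between the times held for 1026 genes, 719 genes and 7 lists (3 with an estimated correlation as well) changed with vehicle, and 12 of 12 arrays, in place of 6, were on the side of their label in the clustering.

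The mean effect over both times, reported as 197 genes, was 1470 without the 48 h arrays, 1409 with the 48 h labels exchanged, 19 with chip as a fixed block and 0 on chip 2 alone by limma, where 1403 genes had an unadjusted p under 0.05. It was 99 without vehicle 48 h replicate 2, 122 without dox 24 h replicate 2, 125 without vehicle 24 h replicate 3, 131 without dox 24 h replicate 1, and 294, the highest, without dox 48 h replicate 3.

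Of 22 list results at 24 h, 2 (mitosis and antigen presentation) were lost with an estimated correlation and 1 (oxidative phosphorylation) was gained with the authors' processed values, and at 48 h 2 (DNA replication and lysosome) were lost with an estimated correlation. The calls of all lists were otherwise the same with the authors' values, the mean of detected probes, chip as a fixed block, chip 2 alone and each array left out. Of 154 named genes at 24 h, 141 kept their call with the authors' values, 149 with the mean of detected probes and 138 with chip as a fixed block. At 48 h these were 147, 149 and 141. Fewer kept it on chip 2 alone, where each dox group has 1 array. A kept call means the same direction for a gene that passed, while a gene that passed in neither setting counts as kept whatever its sign. With 1 array left out, 844 of 924 single-gene calls at 24 h and 883 of 924 at 48 h were kept in this sense. RUNX2 with dox at 24 h reversed, from 0.14 by its brightest probe (adjusted p = 0.573) to -0.56 with the mean of detected probes (adjusted p = 0.00954), since a second probe gave -1.26. For the brightest probe the adjusted p was 0.399 to 0.917 over the arrays left out.

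No paired analysis was possible because the labels do not say which dox and vehicle cultures belong together. Signal over background was 4.62 to 5.75 per array. In simulated data with 200 changed genes, 44% of 1.5-fold changes were recovered at an adjusted p under 0.05 with no minimum for the fold. The reported counts have a minimum for the fold and far more changed genes, so that the share of small changes they miss is not known from this.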

Differences from the paper's values

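The exchange of the 48 h labels was chosen after the values were seen, and the other alternatives named here were set before the data were examined.

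The paper counts 1356 genes changed by dox at 24 h or 48 h, against 3058 here; with no background correction the count was 1230 and on the arrays of chip 2 alone 2003, both within 1.5 times the paper's. Of these the paper has 690 repressed, against 2036 here (806 with no background correction and 491 with a minimum of 2-fold are within that range), and 666 induced, against 1796 (703 and 446 under the same settings). Here 774 genes that changed in opposite labelled directions at the 2 times are in both of these counts, whereas the paper's 690 and 666 add up to its total. Both directions rest on the 48 h labels. With these exchanged, an alternative chosen after seeing the values, 1429 genes were lower and 1647 higher, neither within 1.5 times the paper's. At 24 h the paper has 293 genes lower, against 697 here (271 with no background correction and 404 on chip 2 alone), and 273 genes higher, against 801 (220 with no background correction). The other alternatives run for each count did not come within 1.5 times the paper's. The paper's thresholds are 1.5-fold and a p under 0.04, with no adjustment stated, and the counts here use an adjusted p under 0.05. With the p under 0.04 taken as unadjusted, 3156 genes changed at either time by limma, 725 lower and 858 higher at 24 h.

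For genes changed at least 2-fold, the paper has 41 lower and 41 higher without giving the time, so that its groups may not be those compared here. At 24 h 119 genes were lower here (38 with no background correction, the alternative within 1.5 times, and 172 with the authors' processed values). Higher at 24 h were 160 genes, and no alternative came within 1.5 times (24 with no background correction and 396 with the authors' processed values). The authors' values under 1 were set to 1 before log2 was taken, so that folds near background can be large there. How much this adds to the counts was not tested. At 24 h or 48 h the paper clusters 69 such genes, against 744 here, and no alternative reached that (206 with no background correction and 1299 with the authors' processed values). The counts here use an adjusted p under 0.05 and the paper's a p under 0.04, with no adjustment stated. The paper's Table S2 itself lists 1369 genes, with 41 lower and 32 higher by at least 2-fold at 24 h and 209 changed at least 2-fold at either time, and 6 of its p-values at 24 h and 13 at 48 h are over 0.04.

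Folds are written below 0 for a fall, as in Table S2. At 24 h PIP is -2.21 in the paper's table and -2.41 here (-2.28 with the authors' processed values is within the spread of the replicates, the other alternatives are not). The paper's MYC is -2.04, against -2.77 here, and its CABLES1 is -2.08, against -2.51, with no alternative within the spread. The paper's JUN is -2.01, against -2.55 here, and within the spread were no background correction (-1.94), chip as a fixed block (-2.33), chip 2 alone (-2.21) and the arrays without dox 24 h replicate 1 (-2.25). For 5 genes only the setting with no background correction was within the spread: MCM5 is -2.32 in the paper and -2.96 here (-2.22 under that setting), RRM2 is -2.28 and -2.73 (-2.21), E2F2 is -2.24 and -2.52 (-2.18), MYB is -2.16 and -2.42 (-2.09), and SOX9 is -1.99 and -3.07 (-1.91).

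At 48 h the signs differ. The paper's table has PIP at -4.19, MYC at -2.12 and JUN at -2.29, and the arrays as labelled gave 3.84, 2.75 and 3.45, with no alternative set before the data were examined within the spread. With the 48 h labels exchanged, an alternative chosen after seeing the values, all 3 take the paper's sign, and of the 825 genes of Table S2 for 48 h that passed here 824 take the paper's direction and 1 loses it. As labelled, 1 of the 825 had the paper's direction and 824 the opposite, whereas at 24 h all 436 that passed had the paper's direction.

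The paper states that, in general, changes seen at 24 h persisted or grew by 48 h. As labelled, 1004 of 1498 genes changed at 24 h had the opposite direction at 48 h with an adjusted p under 0.05 and 37 the same direction, and with the 48 h labels exchanged (chosen after seeing the values) the 1004 have the same direction and the 37 the opposite one. Of the 1498 genes, 550 were larger in size at 48 h, and 539 in the direction of 24 h with the labels exchanged, though choosing genes by their change at 24 h favours that time, while 2352 genes in all changed at 48 h. The paper describes a clear separation of dox-treated and control samples by clustering. Here 6 of 12 arrays were on the side of their label over both times, dox and vehicle arrays separated within each time, and with the exchanged labels 12 of 12 were on the side of their label.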

Other observations

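The tests of chip as an explanation, the exchange of the 48 h labels and the alternatives for the mean effect over both times, were chosen after the results were seen, while the splits of the arrays were not.

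At 24 h, 2 of the 3 dox arrays lie on a chip with no vehicle array, so that part of the 1498 changes could come from a difference between the chips. With chip as a block, 80.8% of the genes kept their 24 h sign with an adjusted p under 0.05, which argues against chip as the whole cause, though the bound of 80% was set after the results were seen and was only just passed. For single genes that lose the test with the block, chip and dox remain confounded. With chip as a block, 1 gene differed between the chips at an adjusted p under 0.05, and 1347 at an unadjusted p under 0.05.

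The 10 splits of the 6 arrays of one time are too few for a share under 0.05. At 24 h the real split gave 1498 genes and 11 lists, and the highest other 1 gene and 10 lists. At 48 h it gave 2352 genes and 11 lists, and the highest other 0 genes by limma and 10 lists. The lowest other split gave 5 lists at either time, so that the number of lists by the preset correlation hardly separates the real split from others. Every other split still divides dox and vehicle arrays unequally, however, and can hold part of the real difference. The mean effect of dox over both times, as labelled, passed for 197 genes. Of 100 splits, 7 gave as many, the real one included. A split that keeps or exchanges the groups of 1 time still carries the real difference of that time. The share therefore neither excludes chance for this count nor measures it. The highest other gave 693, several times the real count, which points to a structure of the samples, and the split with the 48 h labels exchanged was not among the draws.

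Several lists did not pass at 24 h. In 43 genes of actin cytoskeleton and focal adhesion, 8 were lower and 4 higher (8 and 4 when adjusted over the list alone, camera, adjusted p = 0.943). RND3, which the paper names, was among the lower genes at -1.69 (limma, adjusted p of 6.52e-06 to 1.08e-05 over the arrays left out). ITGA3 was higher by 1.29 (adjusted p = 3.67e-05) and FSCN1 by 1.15 (adjusted p = 1.43e-05). In 9 kinases of the antibody array and western blots, 1 was lower and 2 higher (1 and 2 when adjusted over the list alone; adjusted p = 0.733). MAPK3 was higher by 0.62 (adjusted p = 0.00121) and MAPK8 by 0.51 (adjusted p = 0.00308), which did not pass on chip 2 alone. EPHB3 was -0.40 (adjusted p = 0.0288), a call lost without vehicle 24 h replicates 1 or 2 and without dox 24 h replicates 1 or 3, with an adjusted p of 0.0245 to 0.11 over the arrays left out. PTK2 (0.03, adjusted p = 0.847), AKT1 (0.01, adjusted p = 0.983) and MET (-0.26, adjusted p = 0.208) did not pass. The 1 probe of TFF1 was detected on 0 arrays.

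Of 19 genes of hypoxia and glycolysis, 5 were lower and 2 higher at 24 h (6 and 4 when adjusted over the list alone; camera, adjusted p = 0.201), with PFKFB3 at -0.90 (adjusted p = 0.000308) and VEGFA at -0.71 (adjusted p = 0.00457). In 17 genes of cholesterol synthesis 2 were lower and 2 higher (2 and 2 when adjusted over the list alone; adjusted p = 0.466), and in 29 of the lysosome 1 was lower and 4 higher (1 and 4 when adjusted over the list alone; adjusted p = 0.255), with FUCA1 at 0.71 (adjusted p = 0.000122). In 20 endoplasmic reticulum chaperones and genes of the unfolded protein response 1 was lower (1 when adjusted over the list alone; adjusted p = 0.733), and in 33 genes of oxidative phosphorylation 2 were higher (0 when adjusted over the list alone; adjusted p = 0.268). Of 10 reference genes 2 were lower (1 when adjusted over the list alone; adjusted p = 0.101), TUBB among them at -0.43 (adjusted p = 0.00495), which did not pass on chip 2 alone, while GAPDH was -0.20 (adjusted p = 0.231). The basal and mesenchymal markers (adjusted p = 0.691) and the leukocyte markers (adjusted p = 0.719) did not pass as lists. ESR1 was -0.66 (adjusted p = 0.000522), which did not pass on chip 2 alone.

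At 48 h as labelled, INHBE was higher with dox by 3.28 (adjusted p = 1.66e-07), PSAT1 by 2.66 (adjusted p = 4.98e-08) and ASNS by 2.49 (adjusted p = 5.74e-08). GDF15 was higher by 3.08 (adjusted p = 1.13e-06), INHBE and GDF15 being detected on 2 of the 3 arrays labelled vehicle, and GDF15 did not pass at 24 h (-0.33, adjusted p = 0.317); the difference between the times was 3.41 (adjusted p = 4.32e-06). Among the falls were PLEKHB1 at -3.17 (adjusted p = 1.14e-07) and SLC22A17 at -2.96 (adjusted p = 4.98e-08). Of 29 lysosome genes 15 were lower and 2 higher (16 and 3 when adjusted over the list alone), with a median of -0.41 (camera, adjusted p = 0.00258, but 0.135 with an estimated correlation).

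In 17 genes of cholesterol synthesis, 10 were lower and 1 higher at 48 h than at 24 h on the arrays labelled vehicle (11 and 1 when adjusted over the list alone), with a median of -0.51 (camera, adjusted p = 0.000142, and 0.0151 with an estimated correlation). With the 48 h labels exchanged, 10 were lower and 1 higher (11 and 1 when adjusted over the list alone), with a median of -0.62 (adjusted p = 5.24e-08, and 0.00798 with an estimated correlation). ACOX2 was -2.87 (adjusted p = 1.54e-08) and ABCC11 -2.85 (adjusted p = 6.15e-08) as labelled, against -0.56 (adjusted p = 0.0096) and 0.05 (adjusted p = 0.859) with the labels exchanged. No arrays of dox-treated cells without the shRNA were deposited, so that an effect of dox itself was not tested.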
